# SOX2 and NR2F1 coordinate the gene expression program of the early postnatal visual thalamus

**DOI:** 10.1242/bio.062014

**Published:** 2025-08-01

**Authors:** Linda Serra, Anna Nordin, Mattias Jonasson, Carolina Marenco, Guido Rovelli, Annika Diebels, Francesca Gullo, Sergio Ottolenghi, Federico Zambelli, Michèle Studer, Giulio Pavesi, Claudio Cantù, Silvia K. Nicolis, Sara Mercurio

**Keywords:** Sox2, Nr2f1, Vision, Thalamus, DLGN, CUT&RUN, Vgf

## Abstract

The thalamic dorsolateral geniculate nucleus (dLGN) receives visual input from the retina via the optic nerve, and projects to the cortical visual area, where eye-derived signals are elaborated. The transcription factors SOX2 and NR2F1 are directly involved in the differentiation of dLGN neurons, based on mouse work and patient mutations leading to vision defects. However, whether they regulate each other, or control common targets is still unclear. By RNA-seq analysis of neonatal dLGN from thalamo-specific *Sox2* and *Nr2f1* mouse mutants, we found a striking overlap of deregulated genes. Among them, *Vgf*, encoding a cytokine transported along thalamic-cortical axons is strongly downregulated in both mutants. Direct SOX2 binding to some of these genes was confirmed by CUT&RUN, which identified a SOX2 chromatin-binding pattern characteristic of the dLGN. Collectively, our genetic and molecular analyses on the SOX2 and NR2F1-coregulated genes contribute to our understanding of the gene regulatory network driving the differentiation and connectivity of thalamic neurons, and the vision impairments caused by mutations in these genes.

## INTRODUCTION

Inherited diseases affecting vision importantly contribute to significant disability in human populations. Most frequently, the retina and the eye are involved, but other parts of the visual axis, such as thalamic nuclei and visual cortical areas can also be affected (Williamson and FitzPatrick, 2014; Cardozo et al., 2023; Graw, 2003). A wide variety of genes are known to be mutated in such diseases, ranging from transcription factors to cell membrane receptors, to secreted signaling molecules, to second messengers in signal transduction, etc. (Williamson and FitzPatrick, 2014; Cardozo et al., 2023). Interestingly, transcription factors expressed during early development with pleiotropic functions are found to be mutated in specific cases, which raises the issue of which genes among their targets are functionally important to cause the pathological phenotype. Studies in humans and mice show that mutations of two genes, *NR2F1* and *SOX2* cause important vision impairments (Williamson and FitzPatrick, 2014; Schaaf et al., 1993; Williamson et al., 1993; Mercurio, 2023). *NR2F1* mutations are responsible for the Bosch-Boonstra-Schaaf optic atrophy syndrome (OMIM #615722; BBSOAS), whereas *SOX2* mutations cause micro- or anophtalmia (OMIM #206900, Microphtalmia, syndromic 3; optic nerve hypoplasia and abnormalities of the central nervous system). Both *Sox2* and *Nr2f1* are highly expressed in the developing sensory thalamus from early developmental stages (Chou et al., 2013; Mercurio et al., 2019a). Thalamo-specific conditional knockout (cKO) mouse mutants show that inactivation of *Sox2* or *Nr2f1* affects, albeit at different degrees of severity, proper differentiation of the thalamic dorsolateral geniculate nucleus (dLGN) and the visual cortex, also causing alterations of the topographic connections relaying information to and from these functional locations (Chou et al., 2013; Mercurio et al., 2019a,b; Armentano et al., 2007; Pevny and Nicolis, 2010) The dLGN nucleus is crucial for conveying information from the retina to the primary visual cortex. Mouse mutants, conditionally deleted in the dLGN for either *Sox2* or *Nr2f1* using a RORα-Cre transgene, result in hypomorphic visual thalamus postnatally, reduced thalamic projections to the primary visual cortex (Chou et al., 2013; Mercurio et al., 2019a), significant abnormalities of the visual cortex, and important alterations of retino-thalamic connections (Mercurio et al., 2019a). We reasoned that dysregulation of a common set of target genes of NR2F1 and SOX2 might be the underlying factor causing phenotypic similarity following their thalamic (dLGN) inactivation. If this is correct, it might point to a gene set universally shared during development of the dLGN and the visual axis, as well as common to the visual phenotype of *Nr2f1* and *Sox2* mutants.

In the present work, we obtained RNA-seq data from wild type as well as *Nr2f1* or *Sox2* dLGN mutants and identified over 500 dysregulated genes in common. We show that most of the top downregulated genes in *Nr2f1* mutants are also significantly downregulated in *Sox2* mutants (44 out of 50); likewise, the large majority of the top downregulated genes in *Sox2* mutants are significantly downregulated also in *Nr2f1* mutants. These results suggest that many of the downregulated genes identified in this study contribute to at least some of the phenotypic alterations observed in mouse mutants. Functional enrichment analysis showed that deregulated genes are highly enriched in differentiated neuronal functions (axon guidance molecules, synaptic proteins, etc.). Deconvolution analysis of RNA-seq data, based on the comparison with single-cell RNA-seq data previously obtained on wild-type visual thalamus (Kalish et al., 2018), revealed a substantial reduction in cells with a transcriptional identity of glutamatergic neurons already at early developmental stages, preceding phenotypic defects. Moreover, we employed the Cleavage Under Targets and Release Using Nuclease (CUT&RUN; Skene and Henikoff, 2017) approach to identify the *in vivo* genome-wide direct SOX2 binding sites in visual thalamic nuclei. This analysis allowed us to establish: i) the first full set of SOX2 binding sites in dLGN differentiated neurons, ii) the subset of targets that are transcriptionally regulated by SOX2, and iii) those that likely depend on the interplay between SOX2 and NR2F1. Finally, we also identified a general binding consensus sequence for SOX2 together with NR1F1/NR2F1 transcription factors characteristic of the dLGN that might be used by several other transcription factors involved in the differentiation of thalamic neurons.

## RESULTS

### *Sox2* and *Nr2f1* deletion in the developing visual thalamus causes deregulation of gene expression that precedes thalamic defects

To unravel the origin of the common phenotype observed in *Sox2* and *Nr2f1* thalamo-specific mouse mutants, we first stained the dLGN at postnatal day 0 (P0) (Fig. 1A) and P8 (Fig. S1B) with anti-SOX2 and anti-NR2F1 antibodies and observed high co-expression of the two proteins in thalamic differentiated neurons (Fig. 1A; Fig. S1). Then, to identify the gene regulatory network downstream of SOX2 and NR2F1 in the visual thalamus, we performed RNA-seq experiments on *ex vivo* dissected dLGN from *Sox2* or *Nr2f1* thalamic mutants (obtained via *RORα*-Cre deletion) and their control littermates at P0, before the appearance of overt morphological impairments (Chou et al., 2013; Mercurio et al., 2019a) (Fig. 1B). 

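The RNA-seq experiments comprised 12 libraries in 4 groups of 3, namely mutants and controls of the *Sox2* line and mutants and controls of the *Nr2f1* line, and each library was made from the dLGNs of 3 animals of one genotype pooled at P0. Mutants were homozygous for an allele of *Sox2* or *Nr2f1* flanked by loxP sites, which Cre recombinase removes, and carried a *RORα*-Cre allele in which Cre is inserted in the 3′ untranslated region of *Rora*. According to the paper's methods, controls were littermates without Cre. The labels of the *Nr2f1* control samples name the Cre allele and also state that Cre is absent, and the paper's statement was followed for them. Each line was compared with its own controls. The targeted gene was examined first in each library, in CPM, the counts scaled to the library size after TMM normalization. *Sox2* lies on chromosome 3 of GRCm38 from 34649995 to 34652461, inside the longer non-coding gene *Sox2ot* (34560381 to 34677993). In the 3 control libraries of the *Sox2* line, *Sox2* had 361, 363 and 382 CPM, and in the 3 mutant libraries 116, 150 and 152 CPM. *Nr2f1*, on chromosome 13 from 78188971 to 78198873, had 311, 370 and 380 CPM in the control libraries of the *Nr2f1* line and 105, 150.6 and 101 CPM in the mutant libraries. For each targeted gene, every mutant library lay below every control library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The positions are those of the NCBI RefSeq annotation, and the text of the paper names no genome build for the RNA-seq. Since *Sox2* and *Sox2ot* overlap and the text does not say whether the counting used the strand, reads could have been split between them, and both are reported with that limit.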

To note, RORα-Cre mediated deletion occurs in postmitotic cells of the sensory thalamus and does not occur in the retina or in the cortex at early developmental stages (Chou et al., 2013). Three independent pools of mutant and control dissected visual thalami for each mutant line were processed. 

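The authors aligned the paired reads to the mouse RefSeq transcriptome with STAR and estimated the counts per gene with RSEM, and deposited these counts, without normalization, in 1 table for each line. Of these values 7.77% were not whole numbers, since RSEM divides reads among transcripts, and they were rounded. Total counts ranged from 40306996 to 45205377 in the *Sox2* controls (median 43129793) and from 40321949 to 44749867 in the *Sox2* mutants (median 43335724). In the *Nr2f1* line they ranged from 42093150 to 50095344 in the controls (median 46844439) and from 39293465 to 46141304 in the mutants (median 45360140). The 10 most abundant genes took between 6.21 and 8.98% of the counts of a library. The 12 libraries entered as separate replicates because the paper describes them as independent pools. Counts differed by more than sampling noise between all replicate libraries (chi-square per degree of freedom 10.8 to 39.6), which shows only that none of them was deposited more than once. Genes with low counts were removed with filterByExpr of edgeR (minimum count 10, minimum total count 15), a step for which the text of the paper names no setting. Mutants and controls were then compared with the quasi-likelihood F-test of edgeR, which the paper names, and FDR is its p-value after Benjamini-Hochberg adjustment over all genes tested. At this depth and number of pools, the median standard error (SE) of a log2 fold change was 0.11 in the *Sox2* line and 0.09 in the *Nr2f1* line. For each gene named at the results, 14 alternative fits were made in each line, of which 8 changed the filter, the normalization, the test or the libraries sharing the fit, and 6 each left out 1 library.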

We identified 2202 differentially expressed genes (DEG) with FDR<0.01 following *Sox2* conditional inactivation, of which 981 downregulated and 1221 upregulated (Fig. 1C; Table S1). In addition, with the same thresholds, we identified 1010 genes differentially expressed following *Nr2f1* conditional inactivation, of which 474 genes downregulated and 536 upregulated (Fig. 1C; Table S1). 

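Of the 15602 genes tested in the *Sox2* line, 1261 were DEG in mutants (edgeR FDR<0.01), 653 of them downregulated and 608 upregulated. Mutant and control libraries did not overlap for any of the 1261 DEG, nor for 37.9% of all genes tested, against 10% by chance. The balance of directions depended on the setting, with 565 downregulated and 749 upregulated DEG under upper quartile normalization. Single libraries and other tests moved the number of DEG in both directions. It was 494 without the control library CTRL_2, 495 without the mutant library MUT_4, 554 without CTRL_1 and 2161 without CTRL_3. It was 2468 with DESeq2, 2351 with the likelihood ratio test and 2325 with the exact test of edgeR, 2075 with one fit over all 12 libraries and 3095 with FDR<0.05. The 5 downregulated DEG with the smallest p-values were *Slc18a2*, *Adgrl2* (log2 fold change -1.52), *Cpne9* (-1.66), *Sox13* and *Hs3st1* (-1.99). *Slc18a2* fell from 403 ± 2.25 CPM in controls to 123 ± 11.5 CPM in mutants (SD, n = 3 each), a log2 fold change of -1.71 (SE 0.08, edgeR FDR 8.27e-06). The upregulated DEG with the smallest p-values included *Vcan*, *Agt* (1.49), *Dclk3* (2.06) and *Sox2ot*. *Vcan* rose from 95.9 ± 2.52 to 209 ± 16.2 CPM (SD, n = 3 each), a log2 fold change of 1.13 (SE 0.07, edgeR FDR 2.64e-05). *Sox2ot* rose from 33.9 ± 2.82 to 72.9 ± 1.74 CPM (log2 fold change 1.10, SE 0.08, edgeR FDR 3.89e-05), with the limit that it overlaps the deleted gene. Each of these genes was a DEG in the same direction in all 14 alternative fits.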

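In the *Nr2f1* line, 396 of 15600 genes tested were DEG (edgeR FDR<0.01), 206 downregulated and 190 upregulated in mutants. Mutant and control libraries did not overlap for any of these DEG, nor for 28.6% of all genes tested. The count changed by more than 1.5 times whichever library was left out. It was 133 without the mutant library MUT_A, 226 without MUT_C and 868 without MUT_B, and 144, 169 and 179 without the control libraries CTRL_B, CTRL_D and CTRL_E. DESeq2 gave 1112 DEG, the likelihood ratio test 1089 and the exact test 1071. The lowest count, 84, came from a fit with the expression of male-specific genes as a covariate, chosen after seeing the data because the pools differed in sex. The 5 downregulated DEG with the smallest p-values were *Nexn* (log2 fold change -2.42), *Stxbp6* (-1.62), *Pex5l* (-1.50), *Dmrtb1* (-0.94) and *Sox13*. *Stxbp6* fell from 71.0 ± 6.03 to 23.0 ± 3.63 CPM (SD, n = 3 each; SE 0.11, edgeR FDR 1.11e-04). The 5 upregulated DEG with the smallest p-values were *Klhl14* (2.78), *Adamts16* (2.63), *Ebf1*, *Brinp2* (1.48) and *Phf24* (1.24). *Ebf1* rose from 59.9 ± 2.44 to 173 ± 17.6 CPM (SD, n = 3 each), a log2 fold change of 1.53 (SE 0.07, edgeR FDR 4.92e-05). All of these genes were called in the same direction in each of the 14 alternative fits.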

Notably, *Sox2* shows only a slight decrease in transcript level in *Nr2f1* mutants, and *Nr2f1* shows an even slighter reduction in *Sox2* mutants (Fig. 1D; Table S1, in agreement with Mercurio et al., 2019a). This suggests that the leading cause of defects in *Sox2* and *Nr2f1* mutants is not the failure of SOX2 to activate *Nr2f1*, or the failure of NR2F1 to activate *Sox2*. This was also confirmed by immunofluorescence (IF) showing no changes in the number and distribution of NR2F1-expressing cells in the absence of SOX2 (Fig. S1B), suggesting that the two proteins do not importantly regulate each other.

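In *Nr2f1* mutants, *Sox2* had 243 ± 33.7 CPM against 356 ± 16 CPM in their controls (SD, n = 3 each), or 68.1% of the control level. The log2 fold change was -0.55 (SE 0.09, edgeR FDR 0.00635), and the mutant libraries (238, 279 and 212 CPM) all lay below the control libraries (351, 343 and 374 CPM; exact permutation test, two-sided p = 0.1). *Sox2* was a DEG in 9 of the 14 alternative fits, over which the FDR ranged from 1.79e-08 to 0.0409. It was no longer a DEG without any 1 of CTRL_B (-0.57), CTRL_D (-0.58), CTRL_E (-0.52), MUT_A (-0.54) or MUT_C (-0.47), and without MUT_B the log2 fold change was -0.67. In *Sox2* mutants, *Nr2f1* had 254 ± 51.2 CPM against 332 ± 21.3 CPM (SD, n = 3 each), or 76.3% of the control level. This decrease did not pass the threshold (log2 fold change -0.39, SE 0.13, edgeR FDR 0.0559), and the mutant library MUT_3 (313 CPM) lay within the range of the controls (exact permutation test, two-sided p = 0.2). *Nr2f1* was a DEG in 1 of the 14 alternative fits, the one without MUT_3 (log2 fold change -0.57, edgeR FDR 0.00338), while over the 14 the FDR reached 0.201.

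**Figure D1:**
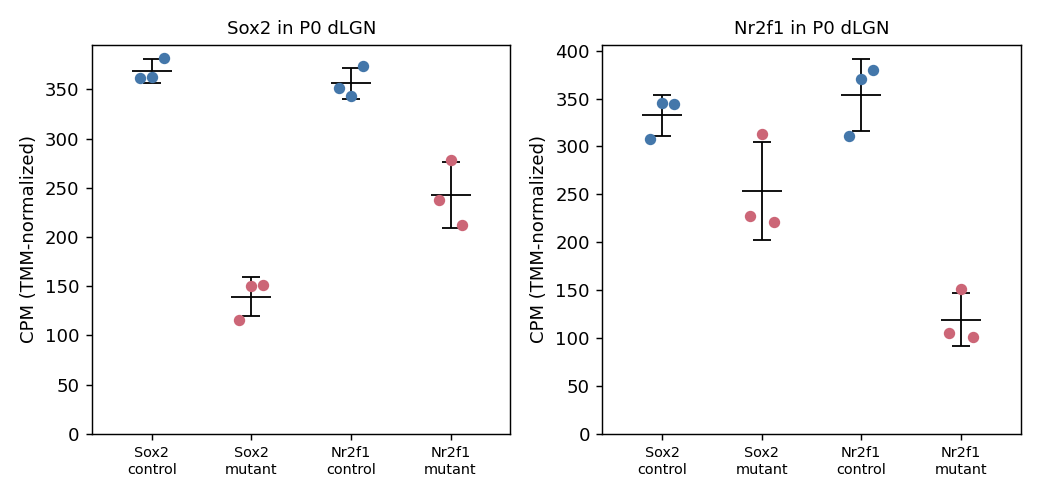
Expression of *Sox2* and *Nr2f1* in each of the 12 libraries, in CPM on a linear axis that starts at 0, with the mean and SD of each group of 3 libraries. The targeted gene fell to 37.8% (*Sox2*) and 33.6% (*Nr2f1*) of its control level in its own mutants, and each gene fell less in the mutants of the other line.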

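For scale, the log2 fold change of *Sox2* in *Sox2* mutants was -1.40 (SE 0.10, edgeR FDR 4.83e-05), and that of *Nr2f1* in *Nr2f1* mutants was -1.57 (SE 0.14, edgeR FDR 3.48e-04). The changes of each gene in both mutants were compared in one model over the 12 libraries, in which an interaction term gives the change in *Sox2* mutants minus that in *Nr2f1* mutants. The difference was -0.84 for *Sox2* (edgeR FDR 0.00603) and 1.19 for *Nr2f1* (edgeR FDR 0.00742), so that each gene fell further where it was the target of the deletion.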

**Fig. 1.**
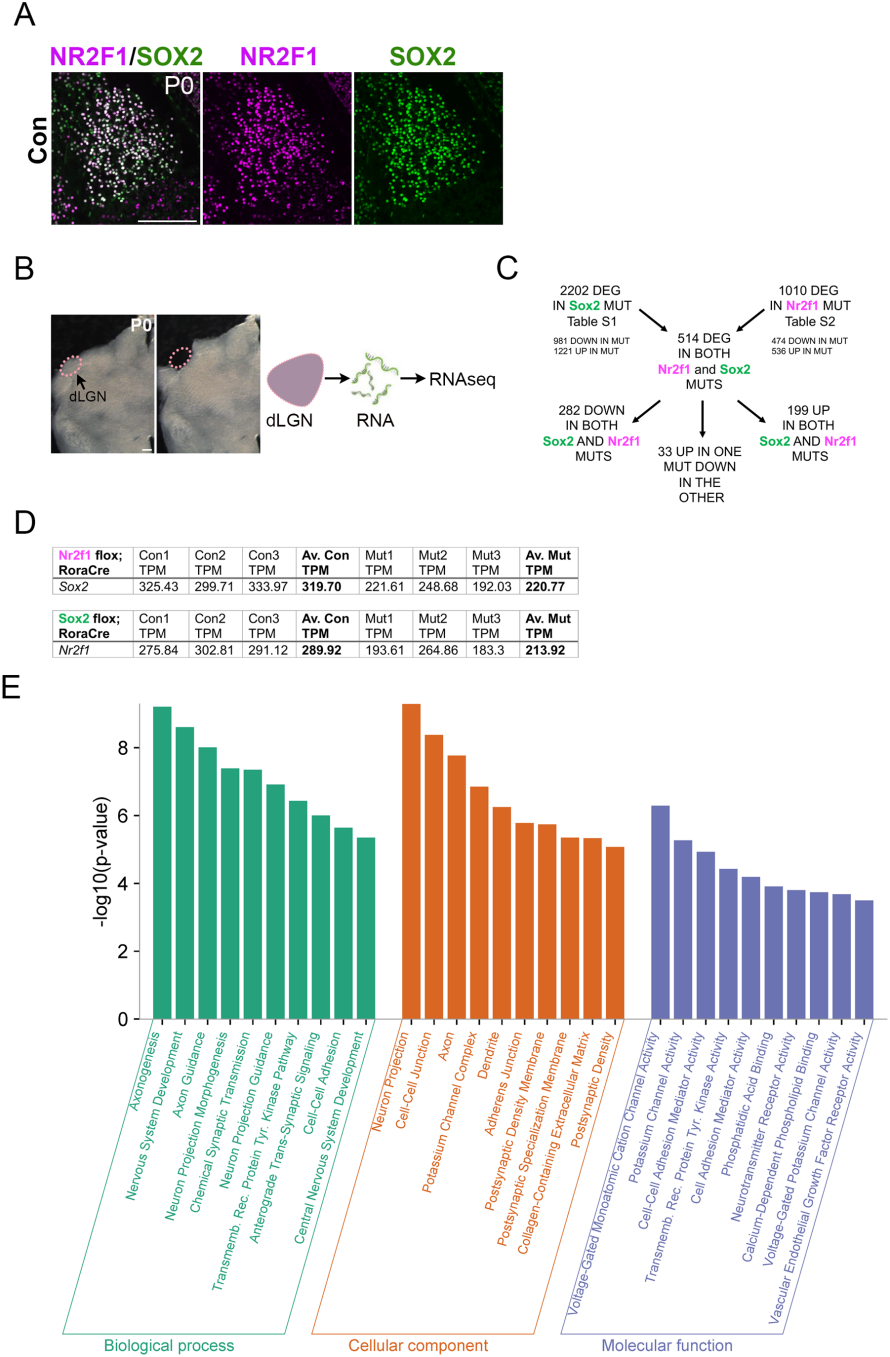
**RNA-seq of the visual thalamus (dLGN) of *Sox2* and *Nr2f1* thalamic mutants identifies many genes differentially expressed in both mutants.** (A) dLGN immunofluorescence with antibodies recognizing SOX2 (green) and NR2F1 (magenta) at P0 (wild type, con). Scale bar: 200 µm. (B) Sections comprising the dLGN at P0 used for RNA-seq analyses, before (left) and after (right) dissection. Scale bar: 200 µm. (C) Numbers of significantly dysregulated genes, identified in RNA-seq experiments, in *Sox2* and *Nr2f1* mutants, and in both mutants are shown. (D) Table showing *Sox2* RNA levels (TPM) in dLGN of *Nr2f1* mutants and controls (*Nr2f1^flox/flox^*, *Nr2f1^flox/+^*) and *Nr2f1* RNA levels (TPM) in dLGN of *Sox2* mutants and controls (*Sox21^flox/flox^*, *Sox2^flox/+^*) (TPM for each biological replicate for controls and mutants are shown). (E) GO analysis of genes differentially expressed in both *Sox2* and *Nr2f1* mutants (DEG; the 514 genes in B) reveals enrichment in categories involved in neuronal development. The GO Biological Processes, Cellular Component and Molecular Function categories that are significantly enriched within the indicated mutants are shown.

### Many genes are co-regulated by SOX2 and NR2F1

We previously showed that important effectors of SOX2 function in neural stem cells (NSC) self-renewal and differentiation were among the most highly expressed and the most highly downregulated genes in *Sox2*-mutated cells (Bertolini et al., 2019; Pagin et al., 2021a,b). Importantly, genes dysregulated in *Sox2* mutant dLGN strikingly differed from those dysregulated in NSC (Bertolini et al., 2019). We thus focused on the most down- or upregulated genes in both thalamic mutants (Tables 1, 2: Tables S2, S3). We first asked whether there are common genes deregulated in both *Sox2* and *Nr2f1* thalamic mutants. Fig. 1C shows that 514 genes significantly change their expression levels in both mutants, nearly all in the same direction (up, or down). This figure exceeds more than four times the number of differentially expressed genes expected by pure chance, i.e. if the *Sox2* and *Nr2f1* experiments were independent from one another (more than four times the expected value for a random overlap, and probability of having a similar overlap by chance<10^−100^). Moreover, almost all the 50 genes in *Nr2f1* mutants with the most relevant decrease of transcript levels are also significantly downregulated in *Sox2* mutants (44 out of 50); similarly, most of the 50 genes in *Sox2* mutants with strongest decrease in transcript levels are significantly downregulated also in *Nr2f1* mutants (30 out of 50) (Tables 1, 2). 

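Among the 15397 genes tested in both lines, 180 were DEG in both mutants, and 161 of these (89.4%) changed in the same direction, 117 down and 44 up. The other 19 were downregulated in *Sox2* mutants and upregulated in *Nr2f1* mutants. Leaving out 1 library gave between 69 and 304 shared DEG. The count moved by more than 1.5 times without CTRL_B (69), MUT_A (73), CTRL_D (81), CTRL_E (91), MUT_C (113) or MUT_B (304) of the *Nr2f1* line and without CTRL_2 (111) or MUT_4 (111) of the *Sox2* line. DESeq2 gave 603 shared DEG, the likelihood ratio test 533, the exact test 528, no filter on low counts 279 and FDR<0.05 651. The lowest count, 31 shared DEG, came from the added covariate for male-specific genes.

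**Figure D2:**
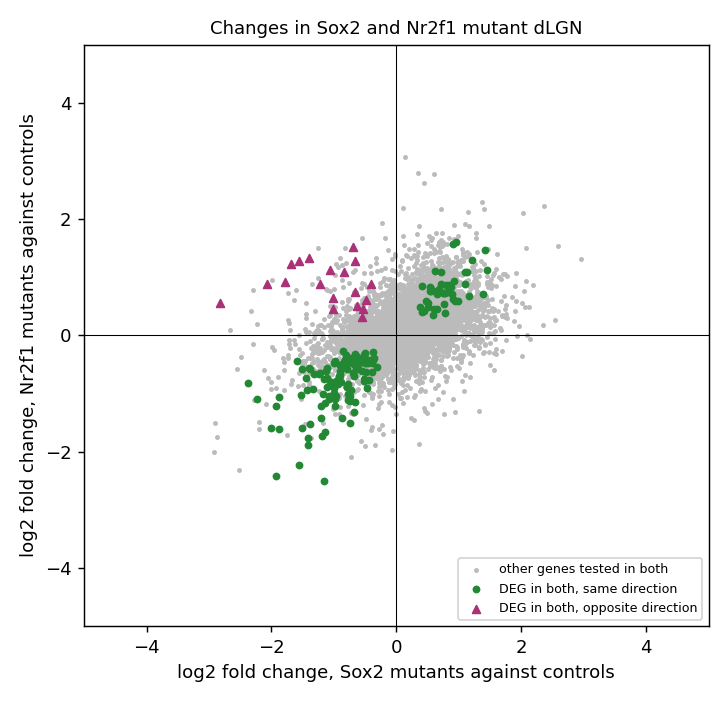
Log2 fold change of each gene in *Sox2* mutants and in *Nr2f1* mutants, for 15396 genes with DEG in both mutants marked by direction, while 1 gene lies outside the axes, which end at 5 on either side. The 161 genes changed in the same direction lie in the lower left and upper right, and the 19 changed in opposite directions lie where *Sox2* mutants are lower and *Nr2f1* mutants higher.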

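If the 1256 DEG of *Sox2* mutants and the 394 DEG of *Nr2f1* mutants among these genes were independent, 32.1 shared DEG would be expected. The observed number was 5.60 times as many (one-sided Fisher's exact test across genes, which are not independent replicates, p = 2.68e-92). With all genes of the tables as the background in place of those tested in both lines, the ratio was 8.90 (one-sided Fisher's exact test, p = 4.29e-126). Among the genes tested in both lines, the ratio was 3.39 with DESeq2, 3.26 with the likelihood ratio test, 3.31 with the exact test, 2.83 with FDR<0.05 and 3.89 without CTRL_3 of the *Sox2* line. Without CTRL_1, CTRL_2 or MUT_4 of that line it was 8.79, 8.81 and 8.81. The control libraries of the lines were separate, so the comparisons share no library. They do share a contrast, since according to the paper's methods mutants of both lines carry the Cre allele and controls do not. Changes due to that allele would count as shared DEG, and no library with Cre alone was available to separate them.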

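Of the 50 genes in Table 2, chosen by the paper for their decrease in *Nr2f1* mutants, 48 had a lower level in *Sox2* mutants and 39 were downregulated DEG there, or 44 with FDR adjusted over the list alone. Of the 50 genes in Table 1, chosen for their decrease in *Sox2* mutants, 42 had a lower level in *Nr2f1* mutants. Of these, 18 were downregulated DEG there, or 31 adjusted over the list alone, and 1 gene of the list was upregulated. The paper chose each list on the libraries of the other line, but not on those in which it is tested here. The count for Table 1 fell to 9 without CTRL_B and to 11 without MUT_A of the *Nr2f1* line, and rose to 26 without MUT_B, 29 with DESeq2 and 30 with the likelihood ratio test or the exact test. That for Table 2 stayed between 30 and 42 whichever library of the *Sox2* line was left out, and was 44 with each of these 3 tests. In the line they came from, all 50 genes of Table 1 and 44 genes of Table 2 were DEG.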

Overall, these results clearly point to a SOX2 and NR2F1 co-regulated gene regulatory network in the early postnatal visual thalamus.

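Across the 15397 genes, DEG or not, the log2 fold changes in *Sox2* mutants and in *Nr2f1* mutants were correlated (Pearson's r = 0.504, Spearman's rho = 0.540). This correlation is across genes, which are not independent replicates, and with the libraries of one or both lines split otherwise into groups of 3 the absolute Pearson's r reached up to 0.475. Such splits mix mutants and controls unequally and so keep part of the contrast between genotypes. From the number of DEG shared by both mutants, their common direction and the sharing among the 50 most decreased genes, the paper concludes that SOX2 and NR2F1 co-regulate a network of genes in the early postnatal visual thalamus.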

**Table 1.** Genes most downregulated in *Sox2*-mutant visual thalamus

Gene	Av. Exp.	Av. Exp.	Av. Exp. **Sox2 WT**/ Av. Exp. **Sox2 MUT**	log fold change	DEG in **Nr2f1 MUT**
*9030625G05Rik*	8.1	1.05	7.69	−2.90	**YES**
*Hdc*	21.82	2.97	7.35	−2.81	
*Fam83f*	9.84	1.6	6.15	−2.55	YES
*Ptpn22*	4.52	0.84	5.4	−2.37	YES
*Tuba8*	9.12	1.75	5.2	−2.31	
*Hs6st2*	109.4	22.54	4.85	−2.23	
Pcdhac1*	14.92	3.04	4.9	−2.22	**YES**
*Drd5*	10.05	2.23	4.51	−2.11	YES
*Flt3*	11.74	2.72	4.31	−2.04	YES
*Wnt9b*	50.83	12.19	4.17	−2.00	**YES**
*Hs3st1*	121.89	29.48	4.13	−1.99	
*Rora*	62.54	16.24	3.85	−1.96	
*Nexn*	7.58	1.92	3.95	−1.93	**YES**
*Neurog2*	12.08	3.05	3.96	−1.93	**YES**
Hs6st3*	48.32	12.18	3.97	−1.92	**YES**
*Vgf*	882.88	231.32	3.82	−1.87	**YES**
*Muc15*	6.6	1.72	3.84	−1.87	**YES**
Sp9*	269.34	78.82	3.42	−1.71	
*Lgi2*	35.57	10.41	3.42	−1.71	
*Slc18a2*	218.62	64.43	3.39	−1.70	
*Col9a1*	9.37	3	3.13	−1.70	
*Cpne9*	43.55	13.27	3.28	−1.66	YES
*Efna5*	37.94	11.68	3.25	−1.64	
*Cd47*	129.27	41.23	3.14	−1.59	YES
*Tmem132d*	20.26	6.61	3.07	−1.55	**YES**
*Galnt14*	34.04	11.15	3.05	−1.55	
*Drd1*	4.73	1.55	3.04	−1.54	
*2900005J15Rik*	6.47	2.13	3.04	−1.54	
*Chrm3*	16.91	5.67	2.98	−1.51	**YES**
*Adgrl2*	88.59	29.81	2.97	−1.51	YES
Tmem132b*	70.73	23.74	2.98	−1.51	**YES**
*Edaradd*	9.05	3.05	2.97	−1.51	
*Frrs1l*	71.66	24.07	2.98	−1.51	YES
*Zmat4*	25.97	8.78	2.96	−1.50	**YES**
*Kcnn1*	45.79	15.68	2.92	−1.48	
*Tmem163*	142.8	48.96	2.92	−1.48	YES
*Ephx4*	9.52	3.3	2.88	−1.47	YES
*Trhde*	12.26	4.25	2.89	−1.46	
*Sox13*	86.24	30.48	2.83	−1.44	YES
*Cdca7*	51.7	18.3	2.83	−1.44	
Dmrtb1*	111.05	39.94	2.78	−1.42	**YES**
*Cpne4*	34.3	12.39	2.77	−1.41	**YES**
*Slc6a4*	58.61	21.26	2.76	−1.40	**YES**
*Fzd8*	17.56	6.36	2.76	−1.40	
*Sox5*	25.07	9.1	2.75	−1.40	YES
*Dkk4*	6.33	2.33	2.71	−1.37	**YES**
*Il22*	7.01	2.6	2.69	−1.37	
*Camk4*	88.09	32.64	2.7	−1.37	YES
*Gm15417*	17.04	6.48	2.63	−1.35	YES
*Dusp5*	8.72	3.31	2.63	−1.34	

**Table 2.** Genes most downregulated in *Nr2f1*-mutant visual thalamus

Gene	Av. Exp.	Av. Exp.	Av. Exp. **Nr2f1 WT**/Av. Exp. **Nr2f1 MUT**	log fold change	DEG in **Sox2 MUT**
*Cck*	592.67	105.75	5.6	−2.49	YES
*Nexn*	5	0.95	5.28	−2.42	YES
*Tmem132d*	27.05	5.84	4.64	−2.22	YES
*Slc6a4*	41.84	11.42	3.66	−1.88	YES
*Fam163a*	30.74	8.83	3.48	−1.81	YES
*Cpne4*	44.25	13.24	3.34	−1.75	YES
*Dlk1*	38.85	12.04	3.23	−1.73	YES
*Rasd1*	9.85	3.13	3.15	−1.65	YES
*Stxbp6*	35.08	11.5	3.05	−1.62	YES
*Vgf*	855.03	282.91	3.02	−1.61	YES
*Zmat4*	24.53	8.21	2.99	−1.59	YES
*Wnt9b*	57.22	19.28	2.97	−1.58	YES
*Dkk4*	7.87	2.74	2.88	−1.52	YES
*9030625G05Rik*	4.6	1.62	2.83	−1.51	YES
*Pex5l*	8.52	3.07	2.77	−1.50	YES
*Epha7*	34.01	11.79	2.89	−1.44	YES
*Asic2*	85.02	32.42	2.62	−1.43	YES
*Hr*	14.71	5.53	2.66	−1.42	YES
*Ak5*	48.21	19.44	2.48	−1.32	YES
Ccer2*	5.99	2.51	2.39	−1.27	YES
*Itga9*	8.92	3.89	2.3	−1.21	YES
Hs6st3*	64.49	28.25	2.28	−1.21	YES
Fam189a1*	95.17	43.11	2.21	−1.16	YES
*Smyd1*	46.41	21.22	2.19	−1.14	YES
*Epha4*	85.04	39.26	2.17	−1.13	YES
*Abcc8*	13.12	6.14	2.14	−1.11	YES
*Cdh8*	101.92	48.02	2.12	−1.10	YES
*Nefm*	353.74	167.17	2.12	−1.09	YES
*Chrm3*	22.76	10.83	2.1	−1.09	YES
Pcdhac1*	17.48	8.31	2.1	−1.09	YES
*Ism1*	4.45	2.16	2.06	−1.06	
*Muc15*	7.49	3.64	2.06	−1.05	YES
*Trpc3*	27.24	13.31	2.05	−1.05	YES
*Ube2ql1*	235.63	115.61	2.04	−1.04	YES
*Chrna7*	9.75	4.81	2.02	−1.03	
*Mag*	13.17	6.51	2.02	−1.03	YES
*Cntnap5a*	13.99	6.96	2.01	−1.02	YES
Tmem132b*	94.79	47.41	2	−1.02	YES
Samd5*	23.94	12.02	1.99	−1.01	YES
*Gal*	25.19	12.54	2.01	−1.01	
*Hs3st5*	16.51	8.29	1.99	−1.01	YES
*Dcdc2a*	7	3.54	1.98	−0.99	YES
*Mef2c*	31.56	16.19	1.95	−0.98	
*Sv2b*	9.49	4.99	1.9	−0.95	
*BC089491*	9.83	5.16	1.9	−0.94	
*Cdh7*	12.1	6.39	1.9	−0.94	YES
Dmrtb1*	113.78	60.29	1.89	−0.93	YES
*Vangl1*	34.34	18.29	1.88	−0.93	YES
*Neurog2*	13.95	7.52	1.86	−0.91	YES
*St3gal1*	20.68	11.17	1.85	−0.90	YES

Av. Exp., average expression; TPM, transcripts per million; DEG, differentially expressed gene.

*: T-dark genes (genes about whose function very little is known; see https://pharos.nih.gov/, https://pharos.nih.gov/targets). YES in column five marks those genes that are also significantly dysregulated in the ‘other’ mutant, i.e. *Nr2f1* mutant for tables listing genes dysregulated in *Sox2* mutants, and vice versa; YES genes vary, in the ‘other’ mutant, in the same direction (downregulated in Tables 1, 2 and upregulated in Tables S2, S3). **YES** (in bold) means that the gene is among the 50 most down- or upregulated genes also in the ‘other’ mutant.

### Genes regulated by SOX2 and NR2F1 are enriched in functions related to neuronal differentiation and connectivity

To get insights into the collective functions of dysregulated genes, we performed Gene Ontology (GO) and functional enrichment analyses, focusing our attention on the genes significantly varying their expression in both *Sox2* and *Nr2f1* mutants (Fig. 1E). Results showed a striking enrichment in functions related to neuronal differentiation, and in particular to neuronal connectivity, activity and synaptic plasticity (Fig. 1E). Among the DEG annotated with these categories, regulators in axon guidance (Efna5, EphA5, EphA7, Sema7A), specifically in retinal axon guidance (Nrp1, Alcam, EphB1), in glutamatergic synapses (Grid1, Cdh8), as well as transcription factors involved in visual development and axonogenesis (Sox5), could be identified.

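Of the genes named for axon guidance, *Sema7a* was downregulated in both mutants, with a log2 fold change of -0.83 in *Sox2* mutants (SE 0.08, edgeR FDR 2.17e-04) and -0.43 in *Nr2f1* mutants (SE 0.06, edgeR FDR 0.00356). *Efna5* (chromosome 17 of GRCm38, 62602957 to 62881317) fell from 97.5 ± 10.7 to 31.1 ± 3.27 CPM in *Sox2* mutants (SD, n = 3 each), a log2 fold change of -1.65 (SE 0.10, edgeR FDR 2.64e-05). In *Nr2f1* mutants its level was higher, by a log2 fold change of 0.61 that did not pass the threshold (SE 0.13, edgeR FDR 0.0244). It passed in 4 of the 14 alternative fits, among them the one without MUT_C (0.76), with the FDR over the 14 from 3.62e-04 to 0.0863. The interaction term put the changes of *Efna5* in the 2 mutants apart by -2.25 (edgeR FDR 1.64e-05). *Epha5* was upregulated in *Sox2* mutants (0.36, SE 0.08, edgeR FDR 0.00980), a call lost without any 1 library except CTRL_3 (0.35 to 0.42 in those 5 fits). In *Nr2f1* mutants it was lower without passing the threshold (-0.41, SE 0.08, edgeR FDR 0.0135), and the difference between the mutants was 0.78 (edgeR FDR 0.00103). *Epha7* was downregulated in *Nr2f1* mutants (-1.44, SE 0.11, edgeR FDR 1.69e-04), and its decrease in *Sox2* mutants (-0.48, SE 0.14, edgeR FDR 0.0380) passed the threshold only without MUT_3 (-0.67) among the fits that left out 1 library.
For retinal axon guidance, *Nrp1* was upregulated in both mutants, by a log2 fold change of 0.56 in *Sox2* mutants (SE 0.08, edgeR FDR 0.00107) and 0.76 in *Nr2f1* mutants (SE 0.08, edgeR FDR 6.73e-04). *Alcam* (0.92) and *Ephb1* (0.89) were upregulated in *Sox2* mutants (edgeR FDR 4.84e-05 and 7.59e-05). Their increases in *Nr2f1* mutants, 0.35 and 0.48, did not pass the threshold (edgeR FDR 0.0235 and 0.0298). Each passed in 5 of the 14 alternative fits, among them the one without MUT_B (0.42 and 0.58). Of the genes of glutamatergic synapses, *Grid1* was downregulated by -0.89 in *Sox2* mutants and -0.81 in *Nr2f1* mutants (edgeR FDR 4.68e-04 and 3.48e-04). *Cdh8* was downregulated by -0.99 and -1.10 (edgeR FDR 4.28e-04 and 0.00251). In *Nr2f1* mutants *Cdh8* was not a DEG without CTRL_B (-1.11), CTRL_E (-1.02) or MUT_A (-1.06), and *Sema7a* was not without CTRL_B (-0.44), CTRL_D (-0.45), CTRL_E (-0.39) or MUT_A (-0.47).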

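*Vgf*, on chromosome 5 of GRCm38 from 137025301 to 137033351, had the highest mean CPM in controls among the 117 genes downregulated in both mutants, also after division by transcript length. In *Sox2* mutants it fell from 1066 ± 41.7 to 289 ± 68.2 CPM (SD, n = 3 each), a log2 fold change of -1.88 (SE 0.15, edgeR FDR 7.59e-05) and the sixth largest decrease of the 117. In *Nr2f1* mutants it fell from 988 ± 167 to 324 ± 96.1 CPM (SD, n = 3 each), a log2 fold change of -1.61 (SE 0.21, edgeR FDR 0.00200) and the eighth largest decrease. *Vgf* was a DEG in *Nr2f1* mutants in 12 of the 14 alternative fits (FDR from 6.58e-12 to 0.0140) and was not without CTRL_B (-1.55) or CTRL_D (-1.52). The decreases in both mutants were not distinguishable by the interaction term (difference -0.26, edgeR FDR 0.745).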

Notably, among genes significantly downregulated in both *Sox2* and *Nr2f1* mutants, *Vgf* deserved a particular attention, as it represented the most highly expressed, and one of the most strongly downregulated genes identified in both mutants (Tables 1, 2). *Vgf* encodes a diffusible cytokine, transported along thalamo-cortical axons until the axon terminals. Its function is important for the development of cortical layer 4, onto which it acts instructively to maintain the appropriate numbers of layer 4 neurons, in particular within the somatosensory and visual cortical areas (Sato et al., 2022).

*Sox5*, encoding a transcription factor key to the development of cortical neuronal connectivity (Kwan et al., 2008; Lai et al., 2008), was also strongly downregulated in both mutants (Tables 1, 2).

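*Sox5* lies on chromosome 6 of GRCm38 from 143828425 to 144782287. In *Sox2* mutants it fell from 89.3 ± 9.45 to 33.7 ± 2.06 CPM (SD, n = 3 each), a log2 fold change of -1.41 (SE 0.09, edgeR FDR 2.85e-05). In *Nr2f1* mutants it fell from 93.9 ± 7.51 to 59.7 ± 11.9 CPM (SD, n = 3 each), a log2 fold change of -0.65 that did not pass the threshold of 0.01 (SE 0.13, edgeR FDR 0.0147). *Sox5* was a DEG in *Nr2f1* mutants in 6 of the 14 alternative fits, in which the FDR ranged from 7.00e-07 to 0.0643, among them the fit without MUT_B (-0.80). The decreases in the mutants differed by -0.74 (edgeR FDR 0.0292 for the interaction term), which is not past the threshold either.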

### CUT&RUN identifies SOX2 binding sites in the P0 visual thalamus

We set out to determine whether the functionally relevant deregulated genes are direct targets of SOX2 by establishing the genome-wide binding profile of this transcription factor. To overcome the anticipated technical difficulties due to the scant cell number obtained by dissection of this structure, we pooled dLGNs from P0 wild-type newborns and subjected them to CUT&RUN targeting SOX2 (Skene and Henikoff, 2017) (Fig. 2A). Several thousand SOX2 peaks were identified in two independent experiments; their overlap further defined a group of 717 high-confidence, reproducible binding events (Fig. 2B). SOX2 peaks were found in promoter and intronic, as well as intergenic regions, consistent with the genomic binding pattern identified in other cellular systems (Bertolini et al., 2019; Pagin et al., 2021b) (Fig. 2C). Two types of global analyses supported the dataset: a) motif analysis revealed SOX2 as the top enriched motif, along with other SOX factors, likely due to motif similarities (Fig. 2D), increasing our confidence of the specificity of the identified peak regions. b) Gene ontology of peak-associated genes (by GREAT, McLean et al., 2010) revealed enrichment for primarily neuronal biological processes (Fig. 2E), supporting involvement in the development of neurons and their connectivity.

**Fig. 2.**
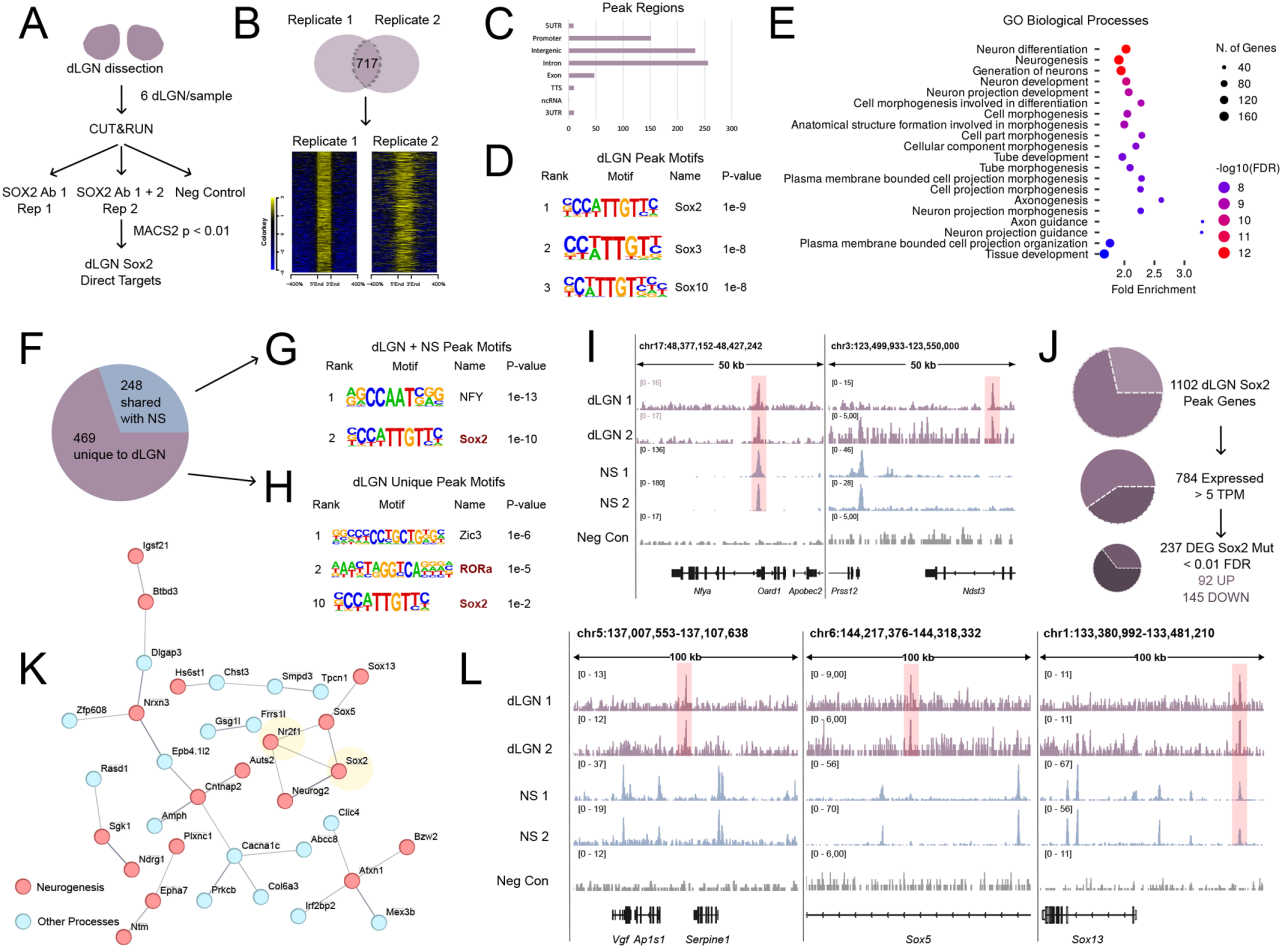
**CUT&RUN of SOX2 binding in the P0 visual thalamus.** (A) Schematic depiction of the CUT&RUN experimental design. Two independent biological replicates for SOX2 and an anti-HA negative control were performed from pools of six dorsal lateral geniculate nuclei (dLGN) from three brains. (B) Venn diagram overlap and signal intensity plots of the two SOX2 replicates, showing enrichment over the control in all peak regions. (C) Peak region annotation by HOMER, showing that SOX2 binds primarily promoter, intronic and intergenic regions in dLGN. (D) HOMER known motifs for dLGN SOX2 peaks. The SOX2 motif is the most highly ranked, followed by other SOX factors. (E) GO enrichment of biological processes for genes associated by GREAT to SOX2 dLGN peaks. Dot size shows number of peak associated genes, dot color represents −log10 FDR (FDR<0.05), and the x axis represents fold enrichment. The top 20 terms are shown. Enrichment terms include neuron development related processes. (F) Pie chart depicting the distribution of SOX2 dLGN peaks in unique peaks and those shared with NSC SOX2 datasets. (G) HOMER known motifs for dLGN and NS shared peaks. NFY and SOX2 are the top motifs. (H) HOMER known motifs for dLGN unique peaks. Top motifs include ZIC3 and RORα. Sox2 is ranked 10th. (I) CUT&RUN tracks as visualized in Integrative Genome Viewer (IGV), showing both dLGN and NS shared peaks (left) and dLGN unique peaks (right). (J) Schematic depiction of CUT&RUN and RNA-seq overlap, showing Sox2 peak associated genes that are transcribed (>5 TPM, 784/1102) and those that are differentially expressed (DEG) in *Sox2* mutant dLGN (FDR<0.01, 327/784), and those that are up- (92) or downregulated (145) in the mutant. (K) STRING map of interactions between SOX2, NR2F1, and the 79 SOX2 dLGN direct targets that are dysregulated in both *Sox2* and *Nr2f1* mutant mice. Confidence was set on default (0.4), disconnected nodes were removed, and line thickness represents confidence. Red nodes are those known to be involved in neurogenesis, while blue nodes are not included in the neurogenesis set and could represent novel genes important to the generation of neurons in the visual thalamus. (L) CUT&RUN tracks showing SOX2 dLGN peaks near the important targets *Vgf* (left), *Sox5* (center, intronic region), and *Sox13* (right). While the peaks near *Vgf* and *Sox5* are unique to the dLGN datasets, the *Sox13* peak is also bound by SOX2 in NS.

We compared the genome-wide physical occupancy of SOX2 in the dLGN to our previously identified binding of this factor in brain-derived NSC performed both with CUT&RUN and with ChIP-seq (Bertolini et al., 2019; Pagin et al., 2021b). Among the 717 high-confidence targets, 248 were shared with NSC (Fig. 2F). This allowed us to define a subset of 469 dLGN specific SOX2 targets (Fig. 2F; Fig. S3A), which likely underlay a different role of SOX2 in this differentiated cell population. Of note, while the shared targets almost only displayed motif enrichment for SOX factors (Fig. 2G), the dLGN-specific SOX2 peak regions contained an enrichment for the RORα consensus sequence, highly similar to the NR2F1 binding site – a motif that is not enriched in the NSC subset (Fig. 2H). Examples of peaks shared with the NSC and unique to the dLGN can be seen in Fig. 2I,L; note the presence of peaks in the proximity of the *Vgf* (Fig. 2L) and in the intron within *Sox5* (Fig. 2L) regions, which are among the most strongly downregulated genes in *Sox2* mutants (see above and Table 1), suggesting their direct regulation by SOX2.

GREAT associated the 717 binding sites with a total of 1102 genes (Fig. 2J). This allowed us to overlap our CUT&RUN with the genes identified to be expressed or differentially expressed when *Sox2* is inactivated (RNA-seq data, Fig. 1C; Table S1). We found that 784 of the 1102 peak-associated genes were expressed in dLGNs at P0 (TPM>5). Of these, 237 (145 down, 92 up) were dysregulated in SOX2 mutant dLGNs (<0.01 FDR) (Fig. 2J), providing robust evidence of SOX2 direct regulation in differentiated neurons.

To understand whether these genes could also be regulated by NR2F1, we overlapped these differentially expressed SOX2 targets with the genes dysregulated in *Nr2f1* mutant dLGNs. This led to a core signature of 79 SOX2 and NR2F1 coregulated genes, which display known literature-based physical and functional interactions (Fig. 2K, STRING Szklarczyk et al., 2021 diagram of core interacting SOX2/NR2F1 coregulated genes, disconnected nodes removed). 

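The 35 genes drawn in Fig. 2K, which include the deleted genes *Sox2* and *Nr2f1* themselves, were all tested in both lines, and all 35 changed in the same direction in both mutants. Of these, 27 were DEG in *Sox2* mutants and 16 in *Nr2f1* mutants, or 26 and 14 of the 33 genes other than the deleted ones, 11 of which were DEG in both. The 12 of the 35 that were DEG in both comprised 11 downregulated genes, *Sox2* among them, and *Prkcb*, which was upregulated (log2 fold change 0.50 in *Sox2* mutants and 0.49 in *Nr2f1* mutants, edgeR FDR 0.00324 and 5.00e-04). *Prkcb* was not a DEG in *Sox2* mutants without CTRL_2 (0.52) or MUT_4 (0.50). Adjusted over the list alone, 34 genes passed the threshold in *Sox2* mutants and 35 in *Nr2f1* mutants. With the exact test of edgeR, 33 of the 35 genes were DEG in both mutants. The study chose the list on these libraries as changed in both mutants, so none of these counts, of directions or of DEG, is independent evidence.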

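Among 621 genes downregulated in *Sox2* mutants with a mean of at least 4 CPM in controls, *Neurog2* had the 15th largest decrease (log2 fold change -1.93, edgeR FDR 3.08e-05), *Frrs1l* the 35th (-1.52, edgeR FDR 1.22e-04) and *Sox13* the 43rd (-1.45). *Sox5* followed at rank 50, *Gsg1l* at rank 61 (-1.33, edgeR FDR 1.81e-04) and *Sgk1* at rank 63 (-1.32, edgeR FDR 3.68e-05). In *Nr2f1* mutants, *Sox13* fell from 186 ± 4.35 to 112 ± 5.20 CPM (SD, n = 3 each; log2 fold change -0.73, SE 0.05, edgeR FDR 1.11e-04) and *Gsg1l* from 198 ± 7.67 to 125 ± 12.6 CPM (SD, n = 3 each; -0.67, SE 0.07, edgeR FDR 7.74e-04). *Neurog2* (-0.91, edgeR FDR 0.0124), *Frrs1l* (-0.50, edgeR FDR 0.0117) and *Sgk1* (-0.45, edgeR FDR 0.0156) fell without passing the threshold. Each of these genes passed it without MUT_B (-1.08, -0.59 and -0.54, in the same order).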

Of note, this list includes several genes that are among the top 100 up- or downregulated upon SOX2 deletion in the dLGN, including *Sgk1*, *Sox5*, *Gsg1l*, *Frrs1l*, *Sox13*, *Neurog2* (Fig. 2K, Table S1).

### Deconvolution analysis identifies specific cell types affected by *Sox2* or *Nr2f1* deletion

A recent single-cell RNA-seq (scRNA-seq) analysis of the postnatal developing visual thalamus (Kalish et al., 2018), defined specific cell types by their distinct transcriptional identity. Specific gene expression signatures characterizing excitatory neurons, inhibitory neurons, oligodendrocytes, astrocytes, endothelial cells, pericytes and microglia could be defined, in a wild-type condition. We thus performed a deconvolution analysis of our RNA-seq data, based on these single-cell transcriptional profiles at P5, the earliest time point analyzed by the authors (Kalish et al., 2018) (Fig. 3), in order to estimate the abundance of each cell type in our samples. This showed a relevant reduction of the estimated fraction of glutamatergic neurons, in both *Sox2* and (to a lesser extent) *Nr2f1* mutant dLGNs (Fig. 3A,B; Table S4). 

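The deconvolution itself needs the single-cell reference, which was not used here. In place of it, lists of marker genes were tested in the same libraries with camera of limma, which asks whether the genes of a list changed more than other genes, at a preset correlation of 0.01 between genes, and adjusts p over 38 tests (19 lists in each line). The list for thalamic glutamatergic neurons held 8 genes. In *Sox2* mutants, *Slc17a6* (log2 fold change -0.96), *Lef1* (-0.91) and *Ntng1* (-0.89) of this list were downregulated DEG. The other 5 genes were not DEG, the median was -0.11, and the list as a whole did not pass (camera adjusted p = 0.199). In *Nr2f1* mutants *Lef1* was downregulated (-0.70) and *Cacna1g* upregulated (0.30), with a median of 0.03 (camera adjusted p = 0.956). Both calls in *Nr2f1* mutants were lost without CTRL_B, CTRL_D, CTRL_E or MUT_A (-0.78 to -0.65 for *Lef1* and 0.29 to 0.31 for *Cacna1g*), and that of *Lef1* also without MUT_C (-0.60). The change of the list did not differ between the mutants (camera adjusted p = 0.0984 for the interaction term). The paper's estimates in Table S4 are 49.7 ± 4.28% excitatory neurons in *Sox2* controls and 35.5 ± 3.27% in *Sox2* mutants, and 57.2 ± 1.61% and 48.3 ± 1.38% in the *Nr2f1* line (SD over 3 libraries each; exact permutation test on the paper's values, two-sided p = 0.1 in each line).

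**Figure D3:**
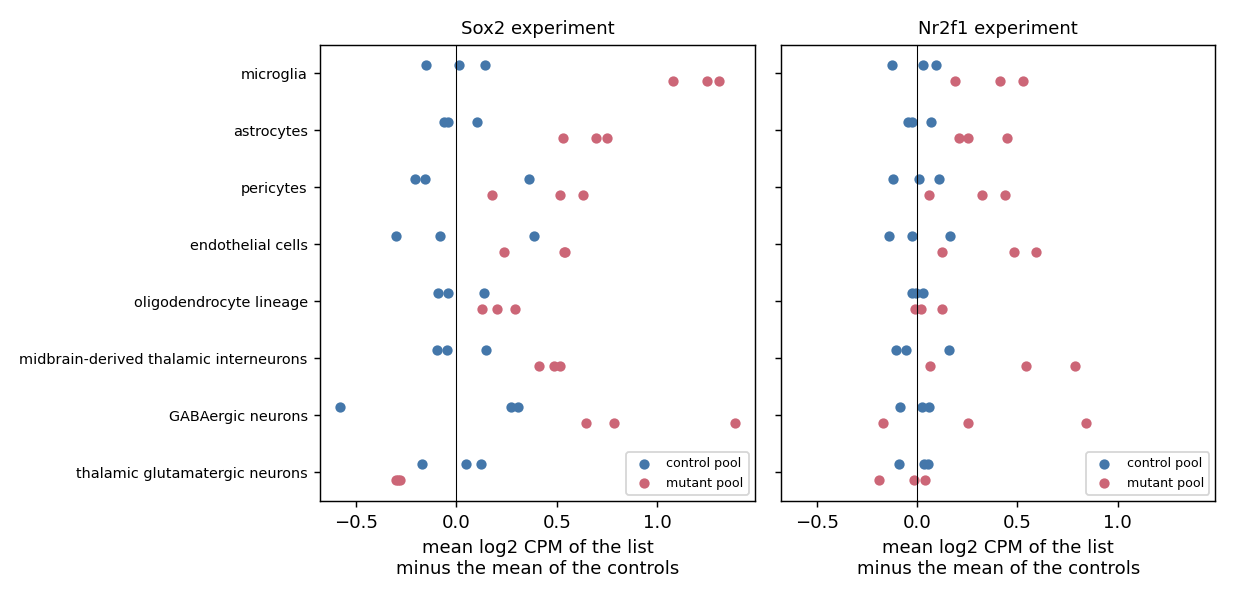
Mean log2 CPM of the genes of 8 marker lists in each of the 12 libraries, minus the mean of the control libraries of the same line. As means of 3 libraries, *Sox2* mutants lie furthest above their controls for the microglial list (1.21), while the single library MUT_1 lies further above for the GABAergic list.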

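In the marker lists, 5 genes of thalamic interneurons derived from the midbrain were all higher in *Sox2* mutants, with a median log2 fold change of 0.44 (camera adjusted p = 0.00948). Of them only *Otx2* was a DEG (0.48, edgeR FDR 0.00856), and it was not one without CTRL_1 (0.44), CTRL_2 (0.47), MUT_1 (0.48) or MUT_4 (0.39). In *Nr2f1* mutants the median was 0.49 (camera adjusted p = 0.0486), with 0 DEG and 4 genes at an unadjusted p below 0.05. The 9 endothelial genes were higher by a median of 0.38 in each line (camera adjusted p = 0.0281 in *Sox2* mutants and 0.00221 in *Nr2f1* mutants), with 0 DEG in either and 6 and 8 genes at an unadjusted p below 0.05. The 7 pericyte genes had medians of 0.39 and 0.21 (camera adjusted p = 0.0369 and 0.190), also with 0 DEG, and with 6 and 2 genes at an unadjusted p below 0.05. The midbrain list passed 0.05 in *Sox2* mutants and the endothelial list in *Nr2f1* mutants whichever library of that line was left out. The midbrain list in *Nr2f1* mutants no longer passed without CTRL_B (camera adjusted p = 0.146), CTRL_E (0.0855), MUT_A (0.0950) or MUT_C (0.104). In *Sox2* mutants the endothelial list did not pass without CTRL_1 (0.0988), CTRL_2 (0.0562), MUT_3 (0.0755) or MUT_4 (0.0518), nor the pericyte list without the same libraries (0.107, 0.0850, 0.104 and 0.0651). The fry test asks whether the genes of a list changed, without comparing them with other genes. Under fry the midbrain list in *Sox2* mutants passed 0.05 (adjusted p = 0.0430) and the endothelial and pericyte lists did not (adjusted p from 0.204 to 0.213). When camera estimated the correlation between genes from the libraries, the midbrain list in *Sox2* mutants did not pass either (camera adjusted p = 0.678). The paper's estimate for pericytes in Table S4 rises from 5.90 to 7.37% in the *Sox2* line and from 4.78 to 6.85% in the *Nr2f1* line, with overlapping libraries (exact permutation test on the paper's values, two-sided p = 0.5 and 0.3). Its estimate for endothelial cells rises from 3.26 to 3.56% and from 2.56 to 3.72% (exact permutation test, two-sided p = 0.7 and 0.2).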

Interneurons, pericytes and endothelial cells, conversely, were slightly increased, in both mutants. 

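The 8 marker genes of the oligodendrocyte lineage had a median log2 fold change of 0.21 in *Sox2* mutants and 0.06 in *Nr2f1* mutants, and the list passed in neither (camera adjusted p = 0.216 and 0.630). The only DEG among them, *Mbp*, was upregulated in both mutants. It rose from 18.9 ± 3.67 to 32.9 ± 5.48 CPM in *Sox2* mutants (SD, n = 3 each; log2 fold change 0.80, SE 0.16, edgeR FDR 0.00787) and from 17.7 ± 0.645 to 32.2 ± 1.32 CPM in *Nr2f1* mutants (SD, n = 3 each; 0.87, SE 0.07, edgeR FDR 1.85e-04). In *Sox2* mutants *Mbp* was not a DEG without CTRL_1 (0.92), CTRL_2 (0.83), MUT_1 (0.68) or MUT_4 (0.80). The paper's estimates for oligodendrocytes in Table S4 are 19 ± 0.788% in controls and 14.8 ± 1.25% in mutants of the *Sox2* line (SD over 3 libraries each; exact permutation test on the paper's values, two-sided p = 0.1). In the *Nr2f1* line they are 16.7 and 17.6%, with overlapping libraries (exact permutation test, two-sided p = 0.7).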

Oligodendrocytes were slightly reduced in *Sox2* mutants and increased in *Nr2f1* mutants. Of note, these changes were detected prior to overt abnormalities in the cell type composition of the mutant thalami, as previously shown by immunofluorescence and *in situ* hybridization only a week later, at P7 and/or P8 (Mercurio et al., 2019a).

**Fig. 3.**
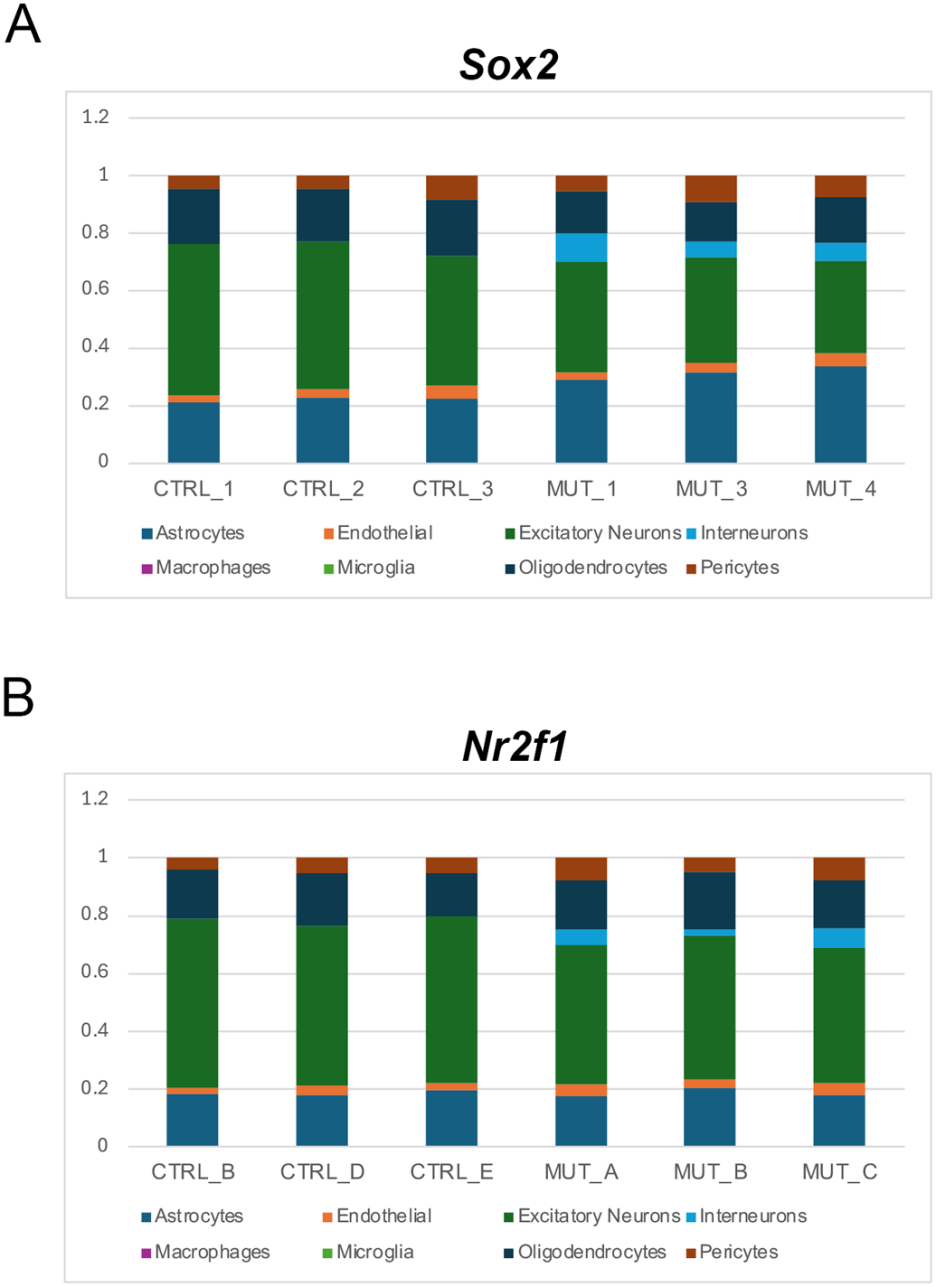
**Deconvolution analysis documents the loss of projection neurons transcriptional identities in *Sox2* and *Nr2f1* mutants.** Cell type abundance variation in *Sox2* mutant and control (*Sox2^flox/flox^* or *Sox2^flox/+^*) samples (A) and *Nr2f1* mutant and control (*Nr2f1^flox/flox^* or *Nr2f1^flox/+^*) samples (B) expressed as fraction of cells of a given type gained or lost with respect to the average abundance across all samples considered. The cell types considered are those defined by their scRNA-seq transcriptional identity in (Kalish et al., 2018). Data (estimated fraction of each cell type) for all three mutant and control samples are shown numerically in Table S4 and graphically in A, B.

### *In situ* hybridization and immunofluorescence validate and better describe the reduction in expression of key shared targets of SOX2 and NR2F1, *Vgf* and *Sox5*

We wished to validate the reduction of expression of some important genes previously identified by RNA-seq. We focused our analyses on *Vgf* and *Sox5* because 1) they are biologically relevant in the thalamo-cortical connectivity (see above and Discussion); 2) their regulatory regions are bound by SOX2 in our CUT&RUN experiments (Fig. 2L). *In situ* hybridization (ISH) clearly validates a reduction in expression of both *Vgf* and *Sox5* in the dLGN of both *Sox2* and *Nr2f1* mutants at E18.5, a stage in which an obvious thalamic phenotype is not yet observed (Mercurio et al., 2019a) (Fig. 4A). This contrasts with the essentially unchanged expression levels of *Nr2f1* in *Sox2* mutants and *Sox2* in *Nr2f1* mutants (Fig. 4A). The very similar distribution of *Sox2* and *Nr2f1* mRNAs by ISH in wild types and mutants also confirms the comparable size of the dLGN in mutants and controls at this stage, in agreement with our previous findings (Mercurio et al., 2019a). IF further confirms the reduction in expression of SOX5 in both *Sox2* and *Nr2f1*mutants (Fig. 4B,C). ISH and IF further allow to appreciate the differential distribution of the gene products between wild types and mutants; for *Sox5* in particular we note a residual expression in the *Sox2* mutant in a small area, while in the *Nr2f1* mutant in a characteristic stripe adjacent to the vLGN (Fig. 4A,B).

**Fig. 4.**
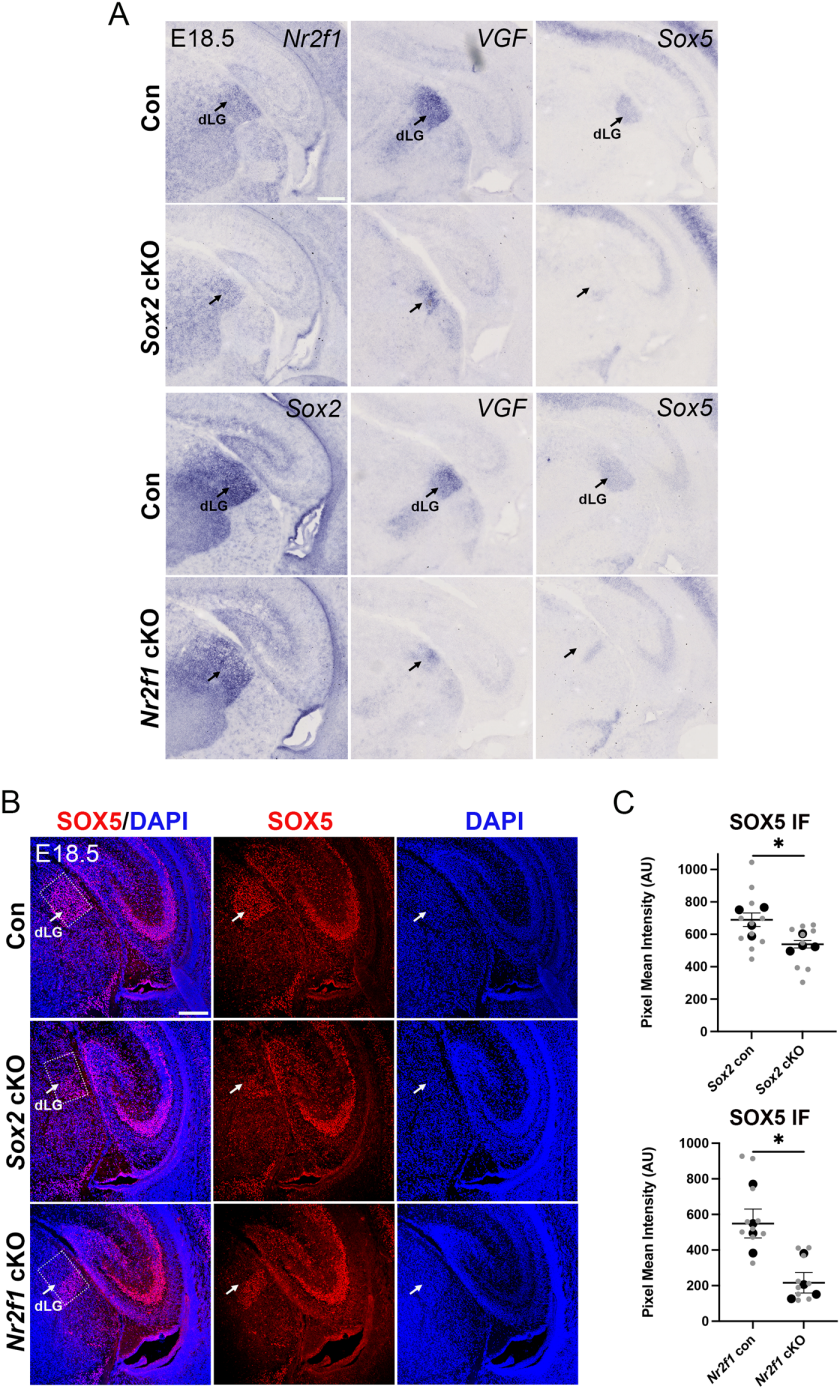
**ISH and immunofluorescence document *Vgf* and *Sox5* downregulation in *Sox2* and *Nr2f1* thalamic mutants.** (A) Top, ISH with *Nr2f1*, *Vgf* and *Sox5* probes on coronal sections of E18.5 brains of *Sox2* mutants (*Sox2* cKO) and control littermates (*Sox2^flox/flox^* or *Sox2^flox/+^*). Bottom, ISH with *Sox2*, *Vgf* and *Sox5* on coronal sections of E18.5 brains of *Nr2f1* mutants (*Nr2f1* cKO) and control littermates (*Nr2f1^flox/flox^* or *Nr2f1^flox/+^*). At least four mutants and five controls were analyzed with each probe. Arrows indicate the dLGN. Note reduced expression of *Vgf* and *Sox5* in the dLGN of both mutants compared to the respective controls. *Nr2f1* and *Sox2* appear very slightly affected in the *Sox2* mutant and *Nr2f1* mutant, respectively. Scale bar: 200 µm. (B) IF with antibodies recognizing SOX5 (red) on coronal sections of E18.5 brains of controls (*Sox2^flox/flox^*, *Sox2^flox/+^*; *Nr2f1^flox/flox^*^,^ *Nr2f1^flox/+^*), *Sox2* CKO and *Nr2f1* CKO. DAPI (blue) marks nuclei. At this stage, the dLGN is only modestly reduced in the mutants (Chou et al., 2013; Armentano et al., 2007). Arrows point to SOX5-positive cells within the dLGN region. Note the reduction of the SOX5-positive area in the *Sox2* and *Nr2f1* mutant dLGN. SOX5 positivity is not altered in the adjacent hippocampal region in mutants. Scale bar: 200 µm. (C) Graphs show the quantification of SOX5 pixel intensity within the dashed rectangles in B, in controls, *Sox2* cKO and *Nr2f1* cKO dLGNs. Large dots represent the mean intensity for each brain analyzed and the small dots represent each individual measurement. Mean±s.e.m. is indicated. *P<0.05, **P<0.01, ***P<0.001; unpaired *t*-test. The results shown are representative of *n*=4 mutants and *n*=4 control brains analyzed.

## DISCUSSION

The conditional deletion of *Sox2*, and of *Nr2f1*, from the developing visual thalamus leads to important, significantly overlapping defects in the thalamus itself, as well as in the thalamus-connected visual cortex (Chou et al., 2013; Mercurio et al., 2019a). 

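Under the looser threshold of FDR<0.05, the 3095 DEG of *Sox2* mutants comprised 1467 downregulated and 1628 upregulated genes, and *Nr2f1* mutants had 1154 DEG, 584 downregulated and 570 upregulated. Without adjustment, 5458 genes in the *Sox2* line and 3831 in the *Nr2f1* line had a p-value below 0.05.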

We show that more than 1000 genes are dysregulated in each of the two mutants. Among them, an important subset of genes downregulated in both *Sox2* and *Nr2f1* mutants points to the existence of a shared network of genes essential for the proper development of the dLGN and its connections. The limited decrease in transcript levels of *Sox2* in *Nr2f1* mutants and of *Nr2f1* in *Sox2* mutants (Fig. 1D) suggests that the gene regulatory network jointly regulated by SOX2 and NR2F1, rather than the regulation of *Nr2f1* by SOX2, or of *Sox2* by NR2F1, is important in the shared phenotype shown by both mutants. In principle, the genes downregulated in the *Sox2*- and the *Nr2f1*-mutant dLGNs should explain three types of phenotypic defects observed in mutant mice (Chou et al., 2013; Mercurio et al., 2019a): 1) the reduction in the number of neurons (glutamatergic) in the mutant visual thalami (at postnatal day 7); 2) the alterations in terms of amount and distribution of thalamo-cortical and cortico-thalamic connectivity; 3) the alterations in the retino-geniculate connections.

Indeed, GO enrichment analysis of the genes dysregulated in both mutants reveals a highly significant enrichment of categories related to functions that develop abnormally in the mutants. These include, as the most significantly enriched categories, biological processes such as axonogenesis, neuron projection morphogenesis, chemical synapsis transmission, axon development, retinal ganglion cell axon guidance, and related cellular components (Fig. 1E). It is likely that, collectively, genes with these functional annotations underlie, by their altered regulation, the above-mentioned defects.

### Mechanisms of dysregulation of gene expression in mutant thalamus

The observed dysregulation of several genes in the mutant thalami could be due to variations in the abundance of specific cell types, as well as to variations in gene expression levels within specific cell types normally expressing SOX2 and NR2F1. They may also be due to indirect effects, whereby decreased expression of genes downregulated following *Sox2* or *Nr2f1* knockout affects the expression of other genes not directly targeted by SOX2 or NR2F1 themselves. Evidence for direct effects of *Sox2* or *Nr2f1* deficiency is provided by CUT&RUN, which identified several hundreds of chromatin sites bound by SOX2 in replicate experiments (Fig. 2).

The variation in cell numbers in the mutants is indeed important. In fact, in previous work, we detected a reduction in the number of neurons by P7 following *Sox2* thalamic deletion (Mercurio et al., 2019a). 

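Among 8 genes of neurons of any kind, only *Syt1* was a DEG in *Sox2* mutants, where it fell by a log2 fold change of -0.98 (SE 0.11, edgeR FDR 3.75e-04). The median of the list was -0.13 in *Sox2* mutants (camera adjusted p = 0.190) and -0.11 in *Nr2f1* mutants (camera adjusted p = 0.0380), where 0 genes were DEG and 3 had an unadjusted p below 0.05. In *Nr2f1* mutants the list did not pass without CTRL_B (camera adjusted p = 0.0681), CTRL_D (0.0556), MUT_A (0.0694) or MUT_C (0.0991). Under fry it passed in neither line (adjusted p = 0.204 and 0.159).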

In the present work, we detect a specific reduction in the fraction of cells bearing a transcriptional signature characteristic of projection neurons, already at P0 (Fig. 3, deconvolution). This reduction is likely to be rooted in gene expression abnormalities within glutamatergic neurons themselves, which normally express SOX2 and NR2F1, and not in a decreased number of cells. Accordingly, several of our downregulated genes (e.g. *Vgf*, *Sox5*, *Rorα*) are reported to be prevalently expressed in neurons in published datasets of scRNA-seq analyses (Franzen et al., 2019). On the other hand, the large relative increase in GABAergic interneurons (that do not express SOX2 in the thalamus) (Mercurio et al., 2019a), might be due to indirect effects, such as a change in the fate of part of the mutant neurons, or an increased interneuron colonization of the mutant thalamus, or increased survival of the interneurons in the mutant thalamus.

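The 9 marker genes of GABAergic neurons were all higher in *Sox2* mutants, by a median log2 fold change of 1.16 (camera adjusted p = 0.00875). None of the 9 was a DEG, while 8 had an unadjusted p below 0.05, and under fry the list did not pass (adjusted p = 0.191). In *Nr2f1* mutants all 9 were also higher, by a median of 0.50 that did not pass (camera adjusted p = 0.163), with 0 DEG and 3 genes at an unadjusted p below 0.05. The list passed in *Sox2* mutants whichever library was left out (camera adjusted p up to 0.0314), and in *Nr2f1* mutants it passed without MUT_B (camera adjusted p = 0.00400). The changes in the mutants did not differ past 0.05 for the list (camera adjusted p = 0.0984, median difference 0.48). The paper's estimates for interneurons in Table S4 are 0% in all control libraries, 7.34 ± 2.44% in *Sox2* mutants and 4.96 ± 2.34% in *Nr2f1* mutants (SD over 3 libraries each; exact permutation test on the paper's values, two-sided p = 0.1 in each line).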

### dLGN-specific SOX2 binding sites differ from those shared with neural stem cells

The comparison of SOX2 binding sites detected by CUT&RUN in the visual thalamus (present study) with those previously observed in neural stem cells by both CUT&RUN and ChIPseq (Bertolini et al., 2019; Pagin et al., 2021b) allowed us to compare the most represented SOX2 binding sequence motifs specific to the thalamus with those specific to NSC. SOX2 binding sites are among the most represented sites in both datasets, as expected (Fig. 2D,G,H). Remarkably, however, the thalamus-specific SOX2-binding sites showed, among the most represented, the binding site for RORα, also called NR1F1. As discussed above, NR1F1 and NR2F1, highly homologous, recognize similar DNA sequences with a core reported to be identical (https://www.genecards.org/cgi-bin/carddisp.pl?gene=RORA; https://www.genecards.org/cgi-bin/carddisp.pl?gene=NR2F1). This suggests that the molecular basis for the sharing of co-regulated target genes between SOX2 and NR2F1 might lie in the co-binding of the two factors to regulatory DNA sequences. Of note we detect direct SOX2 binding sites within putative regulatory regions of some of our most downregulated and biologically significant SOX2 targets (*Sox5* and *Vgf*, Fig. 2L).

### Potential key contributors of SOX2- and NR2F1-dependent vision development

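The median log2 fold change of the 50 genes of Table 1 in *Nr2f1* mutants was -0.58 (range -2.42 to 0.61), and that of the 50 genes of Table 2 in *Sox2* mutants was -1.04 (range -2.90 to 0.45). With the threshold at FDR<0.05, 29 genes of Table 1 were downregulated DEG in *Nr2f1* mutants and 45 genes of Table 2 in *Sox2* mutants. When the 50 most decreased DEG above 4 CPM were taken from the present fits instead of from the tables, 16 and 39 genes were shared.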

As shown in Tables 1, 2, a large proportion of genes highly expressed in wild-type cells, and highly downregulated in *Sox2* mutants, are also downregulated in *Nr2f1* mutants; the reciprocal is also true. In contrast, among the genes upregulated in *Sox2* mutants, just a few are upregulated also in *Nr2f1* mutants (Tables S2, S3). This suggests that the functional association of SOX2 and NR2F1 is mostly involved in positive regulation (activation) of gene transcription.

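Of the 50 genes upregulated in *Sox2* mutants in Table S2, 44 had a higher level in *Nr2f1* mutants (median log2 fold change 0.48), but 3 were upregulated DEG there, or 6 adjusted over the list alone. Of the 50 genes upregulated in *Nr2f1* mutants in Table S3, 40 had a higher level in *Sox2* mutants (median 0.61), 4 were upregulated DEG, or 6 adjusted over the list alone, and 4 were downregulated DEG. DESeq2, the likelihood ratio test and the exact test gave 7, 8 and 8 upregulated DEG for Table S2 and 10 each for Table S3. Single libraries moved these counts, to 1 without CTRL_E and 9 without MUT_B of the *Nr2f1* line for Table S2, and to 2 without CTRL_2 or MUT_4 and 8 without CTRL_3 of the *Sox2* line for Table S3. In their own line, 40 genes of Table S2 and 33 genes of Table S3 were DEG.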

### Vgf

Among the genes at the top of the list, *Vgf* is the most highly expressed and is among the ones with the largest decrease in transcript levels in both *Sox2* and *Nr2f1* mutants (Table 1). ISH fully validates this decrease in both mutants (Fig. 4A). *Vgf* encodes a signaling molecule, transported along thalamo-cortical axons until the axon terminals in the layer 4 of the cortex, where it acts instructively to maintain the appropriate neuron numbers within the visual and somatosensory cortical areas (Sato et al., 2022). The role of VGF in the layer was initially demonstrated by ablating the thalamo-cortical neuronal connections, thus depriving the cortex of sufficient VGF. Further, the knock-out of *Vgf* reduced layer 4 in both the somatosensory and visual cortices. This phenotype could then be rescued to normality by transgenic expression of VGF in the developing cortex (Sato et al., 2022). We observe (Fig. S2) that *RORβ*, marking cortical layer 4, is moderately reduced in the visual cortex of *Sox2* mutants, mirroring, at least to an extent, what is found in *Vgf* mutants (Sato et al., 2022). Knowing that VGF expression is strongly reduced in the mutant dLGN (Fig. 4A; Tables 1, 2), and that axonal connections reaching the visual cortex are also reduced in both mutants (Chou et al., 2013; Mercurio et al., 2019a), and in agreement with the abnormalities in the primary (V1) and higher order (V^HO^) visual cortical areas in both thalamic mutants (Chou et al., 2013; Mercurio et al., 2019a), we propose that a reduced amount of VGF reaching the axon terminals in the visual cortex may contribute to the observed cortical layer defects of the *Sox2* mutant (Mercurio et al., 2019a and Fig. S2). Thus, VGF might be a mediator of the function of SOX2 during area- and layer-specific cortical development. Furthermore, *Sox2* is also downregulated in the somatosensory VP (Ventro-Posterior) thalamic nucleus in *Sox2* thalamo-specific conditional mutants, leading to moderate abnormalities of the somatosensory cortical area (Mercurio et al., 2019a). We thus looked at the somatosensory cortex layer 4 and observed a *RORβ* reduction (less marked than in the visual area) also in this area (Fig. S2), in agreement with the above hypothesis. We note, however, that the reduction of thalamo-cortical afferents in general rather than just the contribution of VGF maybe contribute to the observed phenotypes.

### Sox5

SOX5, a transcription factor, is significantly downregulated in both mutants at the mRNA and protein level (Tables 1, 2; Fig. 4A-C). ISH and IF fully validate a reduction of expression in both mutant dLGNs and highlight that the residual SOX5 positive cells in the mutants show a peculiar distribution different from that of the wild type (Fig. 4A,B). In humans, the *SOX5* gene is associated with “Optic nerve hypoplasia bilateral, autosomal dominant” (OMIM #165550). As shown in *Sox5-*null mice (Lai et al., 2008; Kwan et al., 2008) this gene controls important aspects of neuronal connectivity, such as the development of cortico-fugal neurons, including cortical neurons projecting to thalamic neurons. Misrouting of subplate and layer 6 cortico-thalamic axons to the hypothalamus is also observed (Kwan et al., 2008). These data suggest the possibility that the reduction of SOX5 in the dLGN of *Sox2* and *Nr2f1* mutants affects axonogenesis.

### Hs6st2, Hs6st3

The Heparan sulphate 6-O-sulfotransferase enzyme modifies the sulfation status of heparan sulphate proteoglycans (HSPG) (Xu and Esko, 2014), extracellular matrix proteins, with covalently linked polysaccharidic chains, which are polymerized by specific enzymes and further modified by sulfation to obtain ample structural and functional diversity (Kreuger and Kjellen, 2012). HSPG interact with a variety of proteins, implicated in cell proliferation and differentiation, adhesion, migration, and other processes (Xu and Esko, 2014). It is intriguing that three of the genes (*Hs6st1*, *2* and *3*) encoding isoforms of the enzyme are downregulated in *Sox2* and/or *Nr2f1* mutant dLGNs. 

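*Hs6st1* (chromosome 1 of GRCm38, 36068400 to 36106446) was downregulated in both mutants. It fell from 435 ± 37.2 to 234 ± 3.40 CPM in *Sox2* mutants (SD, n = 3 each; log2 fold change -0.90, SE 0.08, edgeR FDR 1.10e-04) and from 458 ± 27.1 to 301 ± 36.5 CPM in *Nr2f1* mutants (SD, n = 3 each; -0.61, SE 0.08, edgeR FDR 0.00303). *Hs6st3* (chromosome 14, 119137516 to 119869815) fell from 39.2 ± 9.03 to 10.3 ± 0.853 CPM (SD, n = 3 each; -1.93, SE 0.16, edgeR FDR 1.03e-04) and from 50.3 ± 3.25 to 21.7 ± 5.23 CPM (SD, n = 3 each; -1.21, SE 0.15, edgeR FDR 0.00165). The decreases in the mutants were not distinguishable for *Hs6st1* (difference -0.28, edgeR FDR 0.248) or *Hs6st3* (difference -0.71, edgeR FDR 0.145). *Hs6st2* (chromosome X, 51386637 to 51681705) fell from 247 ± 35.9 to 52.4 ± 13.0 CPM in *Sox2* mutants (SD, n = 3 each; -2.24, SE 0.17, edgeR FDR 5.34e-05), but had 276 ± 19.3 CPM in *Nr2f1* controls and 316 ± 39.8 CPM in *Nr2f1* mutants (SD, n = 3 each; 0.19, SE 0.09, edgeR FDR 0.225). The changes of *Hs6st2* in the mutants differed (-2.42, edgeR FDR 2.47e-05). In *Nr2f1* mutants *Hs6st1* was not a DEG without CTRL_B (-0.64), CTRL_D (-0.63), CTRL_E (-0.56) or MUT_A (-0.59), and *Hs6st3* was not without CTRL_B (-1.23) or MUT_A (-1.22).

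**Figure D4:**
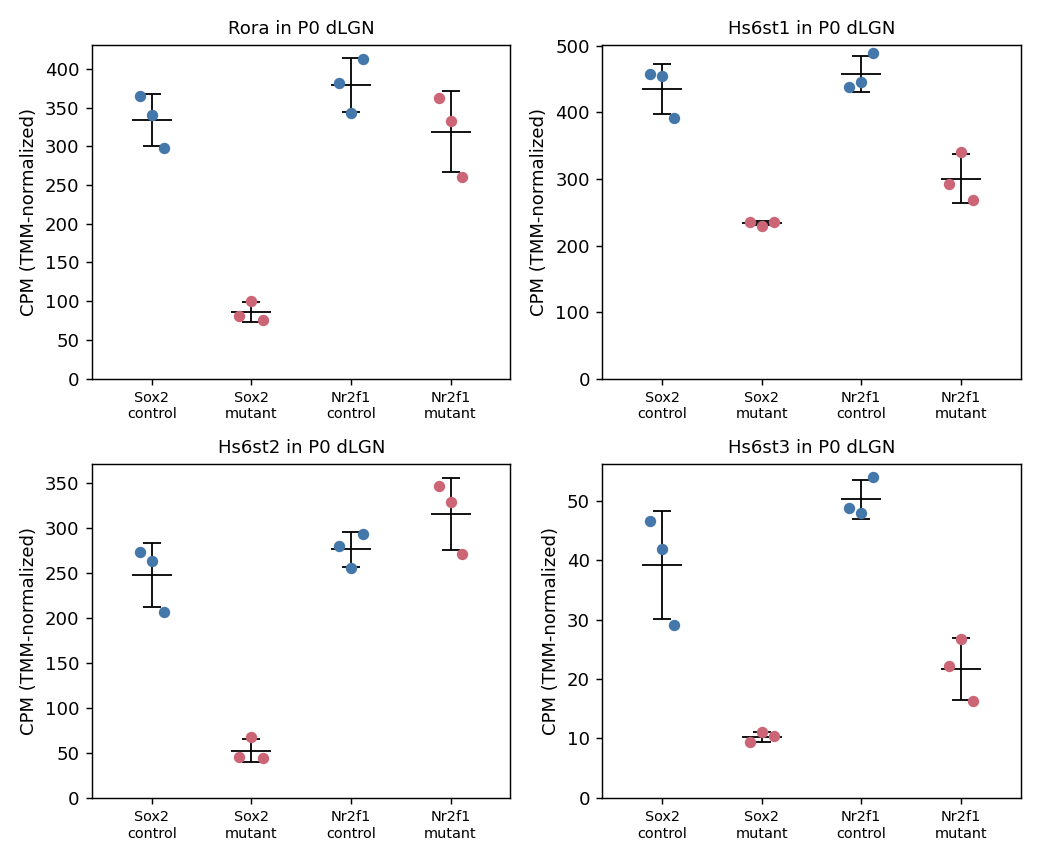
Expression of *Rora*, *Hs6st1*, *Hs6st2* and *Hs6st3* in each of the 12 libraries, in CPM on linear axes that start at 0, with the mean and SD of each group of 3 libraries. All 4 genes are lower in *Sox2* mutants than in their controls, and *Hs6st1* and *Hs6st3* are lower in *Nr2f1* mutants too.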

Axon guidance or axon extension defects abnormalities, and eye defects, have been reported in association with mutation of *Hs6st* genes (Xu and Esko, 2014; Kreuger and Kjellen, 2012; Habuchi and Kimata, 2010; Pratt et al., 2006; Tillo et al., 2016). We hypothesize that SOX2- and NR2F1-dependent expression of HS6ST enzymes, acting on the sulfation status of HSPGs, might play a role in the development of axonal connectivity of thalamic neurons.

### Rorα

*Rorα*, also named *Nr1f1*, is one of the genes with the largest decrease in transcript levels in *Sox2* mutants, although not in *Nr2f1* mutants (Tables 1, 2); yet, it may have a special significance also in the perspective of the present study, focusing on a SOX2 and NR2F1 co-regulated gene expression network. 

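*Rora* lies on chromosome 9 of GRCm38 from 68653404 to 69388246. In *Sox2* mutants it fell from 335 ± 33.6 to 85.7 ± 12.7 CPM (SD, n = 3 each), a log2 fold change of -1.96 (SE 0.12, edgeR FDR 2.07e-05) and the 13th largest decrease among the 621 downregulated DEG with at least 4 CPM. In *Nr2f1* mutants it had 319 ± 52.4 CPM against 380 ± 34.9 CPM in controls (SD, n = 3 each), a log2 fold change of -0.25 that did not pass the threshold (SE 0.11, edgeR FDR 0.204) and did not pass it in any of the 14 alternative fits (FDR from 0.0765 to 0.471). The changes in the mutants differed by -1.70 (edgeR FDR 1.18e-04). According to the paper's methods, mutants of both lines carry Cre at the *Rora* locus and controls do not, which the sample labels leave unclear for the *Nr2f1* controls.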

*Rorα* encodes a close homolog of NR2F1, and its product NR1F1 binds to a DNA sequence closely related to that of NR2F1, with an identical core binding site (https://www.genecards.org/cgi-bin/carddisp.pl?gene=RORA; https://www.genecards.org/cgi-bin/carddisp.pl?gene=NR2F1). *Rorα* spontaneous (staggered mouse) or engineered mutations cause ataxia and cerebellar neurodegeneration, with synaptic arrangement and immature morphology of cerebellar neurons (Purkinje) (Hamilton et al., 1996; Steinmayr et al., 1998)*. RORα* defects are connected in humans with intellectual development disorder with or without epilepsy, or cerebellar ataxia, (OMIM #600825). If the activity of RORα on some genes partially overlaps with that of NR2F1, it is possible that, in the *Sox2* mutant, the reduced activity of RORα leads to downregulation of a set of genes closely related to those activated by NR2F1, explaining some common phenotypic defects observed in *Sox2* and *Nr2f1* mutants.

Overall, our work identifies a common transcriptional program driven by SOX2 and NR2F1 in the visual thalamus, highlighting a small subset of genes commonly downregulated in both mutants, and potentially important for explaining abnormalities of retina-thalamus-cortex connections. This paves the way to the precise identification, by functional transgenic studies, of genes mediating the common SOX2 and NR2F1 functions in the visual thalamus. It will also open the way to defining the molecular mechanisms mediating SOX2 and NR2F1 interactions in transcriptional regulation.

## MATERIALS AND METHODS

### Ethics statements

All procedures were in accordance with the European Communities Council Directive (2010/63/EU and 86/609/EEC) regulating animal research, and the Italian Law for Care and Use of Experimental Animals (DL26/14). They were approved by the Italian Ministry of Health (authorization no. 189/2016-PR to Prot. 29C09.4).

### Mouse strains

*Sox2* mutant mice were obtained by crossing *Sox2^flox^* (Favaro et al., 2009) with *Rorα*-Cre (Chou et al., 2013) mouse lines. *Nr2f1* mutant mice were generated by crossing *Nr2f1^flox^* (Armentano et al., 2007) with *Rorα*-Cre (Chou et al., 2013) mouse lines (note: COUP-TF1 is the old name of Nr2f1).

Genotyping was performed with the following primers (Chou et al., 2013; Mercurio et al., 2019a):

*Rorα*-Cre IRES Forward: 5′AGGAATGCAAGGTCTGTTGAAT 3′; *Rorα*-Cre IRES Reverse: 5′ TTTTTCAAAGGAAAACCACGTC 3′; *Sox2* flox Forward: 5′AAGGTACTGGGAAGGGACATTT 3′; *Sox2* flox Reverse: 5′AGGCTGAGTCGGGTCAATTA 3′; *COUP-TF1* flox Forward 5′-CTGCTGTAGGAATCCTGTCTC-3′; *COUP-TF1* flox Reverse: 5′-AATCCTCCTCGGTGAGAGTGG-3′ and 5′– AAGCAATTTGGCTTCCCCTGG-3′.

The day of vaginal plug was defined as embryonic day 0 (E0) and the day of birth as P0.

We note that *Rorα* is the gene to the 3′ of which the *Cre* gene has been inserted (as IRES-Cre knocked-in into the 3′UTR of the gene), in the Cre transgene driving *Sox2* and *Nr2f1* deletion in our thalamic mutants. In principle, *a priori*, the Cre insertion into the *Rorα* locus per se might have lowered *Nr1f1*-*Rora* expression. However, we also note that the significant (about four times) reduction of expression is observed in *Sox2* mutants, but not *Nr2f1* mutants, where expression levels are unchanged with respect to control. 

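In the *Sox2* line, *Rora* had 364, 341 and 298 CPM in the control libraries and 80.9, 100 and 76.2 CPM in the mutant libraries, a mean in mutants of 25.6% of that in controls. In the *Nr2f1* line it had 382, 344 and 413 CPM in the control libraries and 363, 333 and 261 CPM in the mutant libraries, or 84.0%. With each library of the *Nr2f1* line left out in turn, the log2 fold change stayed between -0.35 and -0.13. Genes within 10 Mb of *Rora*, which could carry alleles linked to the Cre insertion, were not DEG more often than other genes. They comprised 10 DEG of 143 genes in *Sox2* mutants (7.0%, against 8.2% elsewhere; one-sided Fisher's exact test, p = 0.741). In *Nr2f1* mutants they comprised 0 DEG of 144 genes (against 2.6% elsewhere; one-sided Fisher's exact test, p = 1), with 40 at an unadjusted p below 0.05.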

We thus think it is unlikely that Cre insertion plays a role in the expression reduction of *Rora* in Sox2 mutants. The *Rorα*-Cre and the *Sox2^flox^* mouse lines are available at the European Mouse Mutant Archive (EMMA), EM:13253 and EM:07995, respectively. The *Nr2f1^flox^* can be obtained upon request.

### Brain extraction and dissection for RNA-seq

Brains from *Sox2* thalamic mutants and controls (*Sox2^flox/flox^* or *Sox2^flox/+^*), and *Nr2f1* thalamic mutants and controls (*Nr2f1^flox/flox^* or *Nr2f1^flox/+^*), at P0 were removed from the skulls in ice-cold PBS1X, coronally embedded in low melt agarose 4% in PBS1X and kept on ice. Brains were then sectioned in ice-cold and sterile PBS1X with a vibratome (Leica VT1000s). 200 µm brain sections were collected in ice cold PBS1X. Sections including the dLGN were identified under a stereoscopic microscope and the dLGN was quickly dissected with sterile chirurgic scalpels on a glass slide. dLGNs were present usually in two sequential sections. Excised dLGNs were collected with a pipette, placed in sterile tubes, snap-frozen in liquid nitrogen and stored at −80°C until RNA extraction. All the sections were imaged before and after dissection of dLGNs.

### RNA extraction and RNA sequencing

RNA from snap-frozen dLGNs was extracted with the RNeasy Micro Kit (QIAGEN) with some precautions. Each dissected dLGN weighed about 0.3 mg. dLGNs samples were taken out of the −80°C and left a few seconds on the bench before tissue homogenization. Each dLGN sample was homogenized in 350 µl of RLT buffer containing β-mercaptoethanol (β-ME), as indicated by the manufacturer (10 µl of β-ME per 1 ml of RLT buffer). Tissue was homogenized by sequential passages through needles of descending diameter. Precisely we used a 1cc syringe and three different sterile needles: 18G, 22G and 26 G. First, the tissue was passed 10 times through the larger diameter needle (18 G), then 10 times through the intermediate diameter needle (22 G) and finally 10-12 times through the thinnest one (26 G), in order to correctly lysate and disrupt the tissue. Subsequently, the homogenized sample was vortexed for 30 s and centrifuged for 3 min at 13,200 rpm to pellet the debris. RNA was extracted from the homogenized supernatant as indicated by the manufacturer's instructions.

RNA sequencing was performed on three independent samples for both mutant and control dLGN. Each sample was composed of dLGNs from three animals of the same genotype pooled together. Genotypes were: for mutants, *Sox2^flox/flox^*, or *Nr2f1^flox/flox^*, plus *RORalpha*-Cre transgene; for controls, we used littermates of the respective mutants (*Sox2* or *Nr2f1* mutants), carrying two intact copies of *Sox2* (*Sox2^flox/flox^* or *Sox2^flox/+^*), or *Nr2f1* (*Nr2f1^flox/flox^* or *Nr2f1^flox/+^*), and no Cre transgene. For each sample sequenced we obtained at least 150 ng of high-quality total RNA (RIN≥8), and thus 150 ng were used for library preparation. Library preparation was performed with Nugen Universal+mRNA-seq kit, followed by sequencing in a HiSeq 4000 (Illumina), paired-reads 2x 75 bp. The KEGG 2019 Mouse database was used to analyze RNA-seq data.

The GO analysis reported in Fig. 1E was performed using Enrichr (https://maayanlab.cloud/Enrichr).

### RNA-seq raw data analysis and deconvolution analysis

Sequence reads were mapped with STAR (Dobin et al., 2013) against the mouse RefSeq transcriptome, version April 2019, retrieved from the UCSC Genome Browser Database (Navarro Gonzalez et al., 2021). Read counts and subsequent normalized transcripts per million (TPM) were computed with RSEM (rsem-calculate-expression) (Li and Dewey, 2011).

Differential expression analysis was performed with edgeR (Robinson et al., 2010). Initial read counts were normalized by trimmed mean of M values (TMM), with default parameters. Differentially expressed genes were identified by the quasi-likelihood (QL) *F*-test of edgeR (glmQLFfit and glmQLFtest functions, with default parameters). We selected as differentially expressed all genes with an adjusted *P*-value (FDR)<0.01.

Bulk RNA-seq deconvolution analysis was performed with MuSiC (Wang et al., 2019), with as input raw count tables for bulk RNA-seq and raw count tables at P5 for single cell RNA-seq samples. Single cell clusters and cell type annotations were retrieved from (Kalish et al., 2018).

For Tables 1 and 2, Tables S2 and S3, DEG were initially selected having expression levels higher than 4 TPM (at least in wild type, for downregulated genes; at least in mutant, for upregulated genes). Average expression values were then calculated from triplicate samples in Table S1. The top 50 most down- or upregulated genes (with greatest log-fold change in mutant versus wild type) are shown for both mutants (Tables 1, 2, Tables S2 and S3).

### Immunofluorescence

To detect SOX2 and NR2F1, slides were washed 2X for 10 min in PBS1X and then unmasked in Na Citrate 0.1M-Citric acid 0.1 M pH6 solution for 2 min. Sections were washed in PBS1X for 10 min and incubated 1 h with pre-blocking solution (sheep serum 5%, Triton 0,3% in PBS1X) at room temperature. Sections were then incubated over night at 4°C in blocking solution (sheep serum 1%, Triton 0,1% in PBS1X) containing primary antibodies. The following primary antibodies were used: anti-SOX2 diluted 1:500 (R&D AB2018, mouse) and anti-NR2F1 diluted 1:1000 (Abcam Ab181137, rabbit). Sections were then washed 2X for 10 min in PBS1X and incubated for 1 h at room temperature with blocking solution containing the following fluorescent secondary antibodies: anti-mouse IgG Alexa Fluor 488 and anti-rabbit IgG Alexa Fluor 594 (Thermo Fisher Scientific) diluted 1:500. Slides were then washed 2X for 10 min in PBS1X and mounted.

To detect SOX5, slides were treated as above, but without the unmasking step. The anti-SOX5 (Li et al., 2022) antibody [a gift from A. Morales, Instituto Cajal (CSIC), Madrid Spain] was diluted 1:500, and the anti-rabbit Alexa Fluor 594 (Thermo Fisher Scientific) was diluted 1:1000.

To measure the colocalization of SOX2 and NR2F1 in cells of the dLGN, the plane with the greatest signal intensity was chosen from the z-stack. A cortical reference region with strong NR2F1 signal was chosen as a control. Channels were split and read into the EzColocalization plugin (Stauffer et al., 2018), resulting in Pearson coefficient (PCC) for the correlation of SOX2 and NR2F1 in the dLGN versus the reference regions Fig. S1A. The PCC of two sections from the same animal were averaged. The values were tested positive for normal distribution with the Shapiro-Wilk test and positive for equal variances with the Levene's test. No outliers were identified using the grubb-test. Therefore, a paired two-sample *t*-test was performed (*n*=4). Superplot were generated with GraphPad, large dots represent the mean intensity for each brain analyzed and the small dots represent each individual measurement. Mean±s.e.m. is indicated. *P<0.05, **P<0.01, ***P<0.001.

To measure SOX5 IF signal in the dLGN of controls (*Sox2^flox/^flox*, *Sox2flox^/+^*, *Nr2f1^flox/flox^* or *Nr2f1^flox/+^*), *Sox2* cKO and *Nr2f1* cKO, images were acquired with a confocal microscope, pixel mean intensity was measured using ImageJ within a region of interest (ROI) placed on the dLGN, as shown in Fig. 4C. Background was measured in three different points in the sections, averaged and subtracted from the mean intensity. Two or three sections per brain were analyzed and their mean intensity averaged. Four control and mutant brains were analyzed for each cKO. An unpaired two-tailed *t*-test was performed. Superplot were generated with GraphPad, large dots represent the mean intensity for each brain analyzed and the small dots represent each individual measurement. Mean±s.e.m. is indicated. *P<0.05, **P<0.01, ***P<0.001.

### ISH

ISH was performed as previously described (Mercurio et al., 2019a). Briefly, brains at E18.5 were dissected and fixed overnight in paraformaldehyde (PFA) 4% in PBS (phosphate buffered saline) 1X. The fixed tissue was cryoprotected in a series of sucrose solutions (15%, 30%) in PBS 1X and then embedded in OCT (Killik, Bio-Optica) and stored at −80°C. Brains were sectioned (20 µm) with a cryostat, placed on a slide (Super Frost Plus 09-OPLUS, Menzel) and stored at −80°C. Slides were then defrosted, fixed in formaldehyde 4% in PBS for 10 min (min), washed three times for 5 min in PBS 1X, incubated for 10 min in acetylation solution (for 200 ml: 2.66 ml triethanolamine, 0.32 ml HCl 37%, 0.5 ml acetic anhydride 98%) with constant stirring and then washed three times for 5 min in PBS1X. Slides were placed in a humid chamber and covered with prehybridization solution (50% formamide, 5X SSC, 0.25 mg/ml tRNA, 5X Denhardt's, 0.5 µg/ml salmon sperm) for at least 2 h and then incubated in hybridization solution [fresh prehybridization solution containing the digoxygenin (DIG)-labelled RNA probe of interest] overnight at 65°C. Slides were washed 5 min in 5X SSC, incubated twice in 0.2X SSC for 30 min at 65°C, washed 5 min in 0.2X SSC at room temperature and then 5 min in maleic acid buffer (MAB, 100 mM maleic acid, 150 mM NaCl pH 7.5). The slides were incubated in blocking solution [10% sheep serum, 2% blocking reagent (Roche), 0.3% Tween-20 in MAB] for at least 2 h at room temperature, then covered with fresh blocking solution containing anti-DIG antibody Roche 1:2000 and finally placed overnight at 4°C. Slides were washed in MAB three times for 5 min, in NTMT solution (100 mM NaCl, 100 mM Tris-HCl pH 9.5, 50 mM MgCl_2_, 0.1% Tween-20) twice for 10 min and then placed in a humid chamber, covered with BM Purple (Roche), incubated at 37°C until desired staining was obtained (1-6 h), washed in water for 5 min, air dried and mounted with Eukitt (Sigma-Aldrich).

The DIG-labelled *RORβ* and *Sox5* probes were prepared as in (Nakagawa and O'Leary, 2003; Lioubinski et al., 2003). The *Vgf* DIG-labelled probes were generated from PCR generated templates that included the T7 promoter and were amplified from mouse P0 dLGN cDNA with the following primers:

*Vgf* F 5′ CGTCCTCTTCTGCTTCCTTCTA 3′

*Vgf* R+T7 5′ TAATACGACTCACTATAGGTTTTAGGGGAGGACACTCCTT 3′.

### CUT&RUN

CUT&RUN was performed as described previously (Skene et al., 2018). dLGNs were dissected (as described above in Brain extraction and dissection for RNA-seq), suspended in 1.5 ml of cold CUT&RUN wash buffer [HEPES pH 7.5 (20 mM), NaCl (150 mM), Spermidine (0.5 mM), Roche Complete Protease Inhibitor EDTA-Free (cat. #COEDTAFRO, Roche)] and then manually dissociated by gentle pipetting. Cells were collected by centrifugation at 600 ***g*** for 3 min, the supernatant carefully removed and then washed two more times by resuspension in 1 ml wash buffer. 4 µl of ConA bead slurry (prepared in binding buffer as described), were added per pair of dLGNs and the cells and beads were incubated for 10 min on a rotator. While the rest of the dissections proceeded, bead bound cells were kept in storage buffer [wash buffer with EDTA (2 mM)]. Three brains (six dLGNs) were collected per sample. Once all dLGNs were collected, the beads were collected on the magnet and resuspended in 150 µl antibody buffer [wash buffer with EDTA (2 mM) and 0.025% digitonin]. Antibodies were added at 1:100 dilution and incubation proceeded ON at 4°C. Antibodies used included anti-SOX2 (ABIN2855074, antibodies online), anti-SOX2 (ABIN2855073, antibodies online), and anti-HA (05-902R, Merck). One SOX2 sample was with only ABIN2855074, the other was with both SOX2 antibodies together. The two SOX2 biological replicates were performed independently from different litters of mice. The next day samples were washed twice with dig-wash (wash buffer with 0.025% digitonin) and then resuspended in 150 µl dig-wash containing pA-MNase (New England Biolabs 700 ng/ml, received as a gift from Steven Henikoff, Howard Hughes Medical Institute, Basic Sciences Division, Fred Hutchinson Cancer Research Center, USA) at 1:200 dilution and rotated for 1 h. Samples were washed twice and then resuspended in 100 µl dig-wash and equilibrated in ice. 2 µl 100 mM CaCl_2_ was added, and digestion proceeded for 30 min in ice. 100 µl 2X STOP buffer [NaCl (340 mM), EDTA (20 mM), EGTA (4 mM), digitonin (0.05%), RNase A (100 µg/ml), glycogen (50 µl/ml)] was added to stop the digestion reaction and incubated at 37°C for 30 min. Samples were pelleted at 16,000 ***g*** for 5 min and placed on the magnet rack. The supernatant was harvested, and beads were discarded. DNA purification was performed with phenol chloroform. Library preparation was performed using the KAPA HyperPrep Kit (cat. #KK8504, KAPA Biosystems) according to the manufacturer's instructions, using KAPA DUI adapters at 0.15 µM. Libraries were sequenced with the Illumina NextSeq 550 using the High-Output 75 cycles kit v2.5 (cat. #20024906, Illumina), 36 base pair pair-end.

### CUT&RUN data analysis

Reads were trimmed to remove adapters, artifacts and repeats of poly [AT]_36_, [C]_36_ and [G]_36_ with bbmap bbduk (Bushnell et al., 2017) (version 38.18). Alignment was performed to the mm10 mouse genome with bowtie (Langmead et al., 2009) (version 1.0.0) with the options -v 1 -m 1 -X 500. Samtools (Li et al., 2009) (version 1.11) was used for deduplication and to remove and incorrectly paired reads. Bedtools (Quinlan and Hall, 2010) (version 2.30.0) was used to remove reads mapped to the CUT&RUN mm10 (Nordin et al., 2023) from bam files. Peaks were called for each replicate using MACS2 (Zhang et al., 2008) with the options -f BAMPE --keep-dup all -p 1e-2 -SPMR -bdg against the anti-HA negative control. Output narrowPeak files were overlapped using Bedtools intersect, keeping only reproducible peak regions called in both biological replicates. Signal intensity plots were created using ngsplot (https://doi.org/10.1186/1471-2164-15-284, version 2.63) with options -N 4 -GO none -SC global, plotting signal intensity of the replicates compared to the anti-HA control. Motif analysis was done using HOMER (Li et al., 2009) (version 4.11) findMotifsGenome to find motifs in the mm10 genome using -size given, and peak region annotation was done with HOMER annotatePeaks on default settings. Peak set gene annotation was done using GREAT (McLean et al., 2010) (version 4.0.4) with default parameters, and gene names were used to compare CUT&RUN results with the RNA-seq analysis. Gene ontology was performed for GO biological processes using ShinyGO (Ge et al., 2020) (https://doi.org/10.1093/bioinformatics/btz931), results were cutoff at FDR of 0.05 and the top 20 results were graphed. For neural stem cell CUT&RUN data, datasets were downloaded from (Pagin et al., 2021a) and processed as described above for the dLGN datasets. The two peak sets were overlapped with Bedtools intersect. STRING (Szklarczyk et al., 2023) was used to graph protein-protein interactions between the set of 79 genes that were found to be dLGN SOX2 targets coregulated by SOX2 and NR2F1, disconnected nodes were removed. Bedgraphs were visualized in IGV (Robinson et al., 2011).

### Accession to genomic data

RNA-seq data are accessible through Gene Expression Omnibus (GEO) Accession Number GSE233131. CUT&RUN data are accessible through ArrayExpress Accession Number E-MTAB-13004.

## Supplementary Material

10.1242/biolopen.062014_sup1 Supplementary information

Table S1.

Table S2.

Table S3.

Table S4.

## References

[BIO062014C1] Armentano, M., Chou, S.-J., Srubek Tomassy, G., Leingärtner, A., O'Leary, D. D. M. and Studer, M. (2007). COUP-TFI regulates the balance of cortical patterning between frontal/motor and sensory areas. *Nat. Neurosci.* 10, 1277-1286. 10.1038/nn195817828260

[BIO062014C2] Bertolini, J. A., Favaro, R., Zhu, Y., Pagin, M., Ngan, C. Y., Wong, C. H., Tjong, H., Vermunt, M. W., Martynoga, B., Barone, C. et al. (2019). Mapping the global chromatin connectivity network for Sox2 function in neural stem cell maintenance. *Cell Stem Cell* 24, 462-476.e6. 10.1016/j.stem.2019.02.00430849367 PMC6506828

[BIO062014C3] Bushnell, B., Rood, J. and Singer, E. (2017). BBMerge - accurate paired shotgun read merging via overlap. *PLoS ONE* 12, e0185056. 10.1371/journal.pone.018505629073143 PMC5657622

[BIO062014C4] Cardozo, M. J., Sanchez-Bustamante, E. and Bovolenta, P. (2023). Optic cup morphogenesis across species and related inborn human eye defects. *Development* 150, dev200399. 10.1242/dev.20039936714981 PMC10110496

[BIO062014C5] Chou, S. J., Babot, Z., Leingärtner, A., Studer, M., Nakagawa, Y. and O'Leary, D. D. M. (2013). Geniculocortical input drives genetic distinctions between primary and higher-order visual areas. *Science* 340, 1239-1242. 10.1126/science.123280623744949 PMC3851411

[BIO062014C6] Dobin, A., Davis, C. A., Schlesinger, F., Drenkow, J., Zaleski, C., Jha, S., Batut, P., Chaisson, M. and Gingeras, T. R. (2013). STAR: ultrafast universal RNA-seq aligner. *Bioinformatics* 29, 15-21. 10.1093/bioinformatics/bts63523104886 PMC3530905

[BIO062014C7] Favaro, R., Valotta, M., Ferri, A. L. M., Latorre, E., Mariani, J., Giachino, C., Lancini, C., Tosetti, V., Ottolenghi, S., Taylor, V. et al. (2009). Hippocampal development and neural stem cell maintenance require Sox2-dependent regulation of Shh. *Nat. Neurosci.* 12, 1248-1256. 10.1038/nn.239719734891

[BIO062014C8] Franzen, O., Gan, L. M. and Bjorkegren, J. L. M. (2019). PanglaoDB: a web server for exploration of mouse and human single-cell RNA sequencing data. *Database* 2019, baz046. 10.1093/database/baz04630951143 PMC6450036

[BIO062014C9] Ge, S. X., Jung, D. and Yao, R. (2020). ShinyGO: a graphical gene-set enrichment tool for animals and plants. *Bioinformatics* 36, 2628-2629. 10.1093/bioinformatics/btz93131882993 PMC7178415

[BIO062014C10] Graw, J. (2003). The genetic and molecular basis of congenital eye defects. *Nat. Rev. Genet.* 4, 876-888. 10.1038/nrg120214634635

[BIO062014C11] Habuchi, H. and Kimata, K. (2010). Mice deficient in heparan sulfate 6-O-sulfotransferase-1. *Prog. Mol. Biol. Transl. Sci.* 93, 79-111. 10.1016/S1877-1173(10)93005-620807642

[BIO062014C12] Hamilton, B. A., Frankel, W. N., Kerrebrock, A. W., Hawkins, T. L., Fitzhugh, W., Kusumi, K., Russell, L. B., Mueller, K. L., Van Berkel, V., Birren, B. W. et al. (1996). Disruption of the nuclear hormone receptor RORalpha in staggerer mice. *Nature* 379, 736-739. 10.1038/379736a08602221

[BIO062014C13] Kalish, B. T., Cheadle, L., Hrvatin, S., Nagy, M. A., Rivera, S., Crow, M., Gillis, J., Kirchner, R. and Greenberg, M. E. (2018). Single-cell transcriptomics of the developing lateral geniculate nucleus reveals insights into circuit assembly and refinement. *Proc. Natl. Acad. Sci. USA* 115, E1051-E1060. 10.1073/pnas.171787111529343640 PMC5798372

[BIO062014C14] Kreuger, J. and Kjellen, L. (2012). Heparan sulfate biosynthesis: regulation and variability. *J. Histochem. Cytochem.* 60, 898-907. 10.1369/002215541246497223042481 PMC3527889

[BIO062014C15] Kwan, K. Y., Lam, M. M. S., Krsnik, Ž, Kawasawa, Y. I., Lefebvre, V. and Šestan, N. (2008). SOX5 postmitotically regulates migration, postmigratory differentiation, and projections of subplate and deep-layer neocortical neurons. *Proc. Natl. Acad. Sci. USA* 105, 16021-16026. 10.1073/pnas.080679110518840685 PMC2572944

[BIO062014C16] Lai, T., Jabaudon, D., Molyneaux, B. J., Azim, E., Arlotta, P., Menezes, J. R. L. and Macklis, J. D. (2008). SOX5 controls the sequential generation of distinct corticofugal neuron subtypes. *Neuron* 57, 232-247. 10.1016/j.neuron.2007.12.02318215621

[BIO062014C17] Langmead, B., Trapnell, C., Pop, M. and Salzberg, S. L. (2009). Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. *Genome Biol.* 10, R25. 10.1186/gb-2009-10-3-r2519261174 PMC2690996

[BIO062014C18] Li, B. and Dewey, C. N. (2011). RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. *BMC Bioinformatics* 12, 323. 10.1186/1471-2105-12-32321816040 PMC3163565

[BIO062014C19] Li, H., Handsaker, B., Wysoker, A., Fennell, T., Ruan, J., Homer, N., Marth, G., Abecasis, G. and Durbin, R. (2009). The sequence alignment/map format and SAMtools. *Bioinformatics* 25, 2078-2079. 10.1093/bioinformatics/btp35219505943 PMC2723002

[BIO062014C20] Li, L., Medina-Menéndez, C., García-Corzo, L., Córdoba-Beldad, C. M., Quiroga, A. C., Calleja Barca, E., Zinchuk, V., Muñoz-López, S., Rodríguez-Martín, P., Ciorraga, M. et al. (2022). SoxD genes are required for adult neural stem cell activation. *Cell Rep.* 38, 110313. 10.1016/j.celrep.2022.11031335108528 PMC11783645

[BIO062014C21] Lioubinski, O., Muller, M., Wegner, M. and Sander, M. (2003). Expression of Sox transcription factors in the developing mouse pancreas. *Dev. Dyn.* 227, 402-408. 10.1002/dvdy.1031112815626

[BIO062014C22] McLean, C. Y., Bristor, D., Hiller, M., Clarke, S. L., Schaar, B. T., Lowe, C. B., Wenger, A. M. and Bejerano, G. (2010). GREAT improves functional interpretation of cis-regulatory regions. *Nat. Biotechnol.* 28, 495-501. 10.1038/nbt.163020436461 PMC4840234

[BIO062014C23] Mercurio, S. (2023). SOX2-sensing: insights into the role of SOX2 in the generation of sensory cell types in vertebrates. *Int. J. Mol. Sci.* 24, 7637. 10.3390/ijms2408763737108798 PMC10141063

[BIO062014C24] Mercurio, S., Serra, L., Motta, A., Gesuita, L., Sanchez-Arrones, L., Inverardi, F., Foglio, B., Barone, C., Kaimakis, P., Martynoga, B. et al. (2019a). Sox2 acts in thalamic neurons to control the development of retina-thalamus-cortex connectivity. *iScience* 15, 257-273. 10.1016/j.isci.2019.04.03031082736 PMC6517317

[BIO062014C25] Mercurio, S., Serra, L. and Nicolis, S. K. (2019b). More than just stem cells: functional roles of the transcription factor Sox2 in differentiated Glia and Neurons. *Int. J. Mol. Sci.* 20, 4540. 10.3390/ijms2018454031540269 PMC6769708

[BIO062014C26] Nakagawa, Y. and O'Leary, D. D. (2003). Dynamic patterned expression of orphan nuclear receptor genes RORalpha and RORbeta in developing mouse forebrain. *Dev. Neurosci.* 25, 234-244. 10.1159/00007227112966220

[BIO062014C27] Navarro Gonzalez, J., Zweig, A. S., Speir, M. L., Schmelter, D., Rosenbloom, K. R., Raney, B. J., Powell, C. C., Nassar, L. R., Maulding, N. D., Lee, C. M. et al. (2021). The UCSC genome browser database: 2021 update. *Nucleic Acids Res.* 49, D1046-D1057. 10.1093/nar/gkaa107033221922 PMC7779060

[BIO062014C28] Nordin, A., Zambanini, G., Pagella, P. and Cantu, C. (2023). The CUT&RUN suspect list of problematic regions of the genome. *Genome Biol.* 24, 185. 10.1186/s13059-023-03027-337563719 PMC10416431

[BIO062014C29] Pagin, M., Pernebrink, M., Giubbolini, S., Barone, C., Sambruni, G., Zhu, Y., Chiara, M., Ottolenghi, S., Pavesi, G., Wei, C.-L. et al. (2021a). Sox2 controls neural stem cell self-renewal through a Fos-centered gene regulatory network. *Stem Cells* 39, 1107-1119. 10.1002/stem.337333739574

[BIO062014C30] Pagin, M., Pernebrink, M., Pitasi, M., Malighetti, F., Ngan, C.-Y., Ottolenghi, S., Pavesi, G., Cantù, C. and Nicolis, S. K. (2021b). FOS Rescues neuronal differentiation of Sox2-deleted neural stem cells by genome-wide regulation of common SOX2 and AP1(FOS-JUN) target genes. *Cells* 10, 1757. 10.3390/cells1007175734359927 PMC8303191

[BIO062014C31] Pevny, L. H. and Nicolis, S. K. (2010). Sox2 roles in neural stem cells. *Int. J. Biochem. Cell Biol.* 42, 421-424. 10.1016/j.biocel.2009.08.01819733254

[BIO062014C32] Pratt, T., Conway, C. D., Tian, N. M., Price, D. J. and Mason, J. O. (2006). Heparan sulphation patterns generated by specific heparan sulfotransferase enzymes direct distinct aspects of retinal axon guidance at the optic chiasm. *J. Neurosci.* 26, 6911-6923. 10.1523/JNEUROSCI.0505-06.200616807321 PMC6673919

[BIO062014C33] Quinlan, A. R. and Hall, I. M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. *Bioinformatics* 26, 841-842. 10.1093/bioinformatics/btq03320110278 PMC2832824

[BIO062014C34] Robinson, M. D., McCarthy, D. J. and Smyth, G. K. (2010). edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* 26, 139-140. 10.1093/bioinformatics/btp61619910308 PMC2796818

[BIO062014C35] Robinson, J. T., Thorvaldsdóttir, H., Winckler, W., Guttman, M., Lander, E. S., Getz, G. and Mesirov, J. P. (2011). Integrative genomics viewer. *Nat. Biotechnol.* 29, 24-26. 10.1038/nbt.175421221095 PMC3346182

[BIO062014C36] Sato, H., Hatakeyama, J., Iwasato, T., Araki, K., Yamamoto, N. and Shimamura, K. (2022). Thalamocortical axons control the cytoarchitecture of neocortical layers by area-specific supply of VGF. *eLife* 11, e67549. 10.7554/eLife.6754935289744 PMC8959604

[BIO062014C37] Schaaf, C., Yu-Wai-Man, P. and Valentin, I. (1993). *NR2F1*-Related Neurodevelopmental Disorder. *GeneReviews((R))* (ed. M. P. Adam et al.). University of Washington, Seattle.36508512

[BIO062014C38] Skene, P. J. and Henikoff, S. (2017). An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. *eLife* 6, e21856. 10.7554/eLife.2185628079019 PMC5310842

[BIO062014C39] Skene, P. J., Henikoff, J. G. and Henikoff, S. (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. *Nat. Protoc.* 13, 1006-1019. 10.1038/nprot.2018.01529651053

[BIO062014C40] Stauffer, W., Sheng, H. and Lim, H. N. (2018). EzColocalization: an ImageJ plugin for visualizing and measuring colocalization in cells and organisms. *Sci. Rep.* 8, 15764. 10.1038/s41598-018-33592-830361629 PMC6202351

[BIO062014C41] Steinmayr, M., André, E., Conquet, F., Rondi-Reig, L., Delhaye-Bouchaud, N., Auclair, N., Daniel, H., Crépel, F., Mariani, J., Sotelo, C. et al. (1998). staggerer phenotype in retinoid-related orphan receptor alpha-deficient mice. *Proc. Natl. Acad. Sci. USA* 95, 3960-3965. 10.1073/pnas.95.7.39609520475 PMC19945

[BIO062014C42] Szklarczyk, D., Gable, A. L., Nastou, K. C., Lyon, D., Kirsch, R., Pyysalo, S., Doncheva, N. T., Legeay, M., Fang, T., Bork, P. et al. (2021). The STRING database in 2021: customizable protein-protein networks, and functional characterization of user-uploaded gene/measurement sets. *Nucleic Acids Res.* 49, D605-D612. 10.1093/nar/gkaa107433237311 PMC7779004

[BIO062014C43] Szklarczyk, D., Kirsch, R., Koutrouli, M., Nastou, K., Mehryary, F., Hachilif, R., Gable, A. L., Fang, T., Doncheva, N. T., Pyysalo, S. et al. (2023). The STRING database in 2023: protein-protein association networks and functional enrichment analyses for any sequenced genome of interest. *Nucleic Acids Res.* 51, D638-D646. 10.1093/nar/gkac100036370105 PMC9825434

[BIO062014C44] Tillo, M., Charoy, C., Schwarz, Q., Maden, C. H., Davidson, K., Fantin, A. and Ruhrberg, C. (2016). 2- and 6-O-sulfated proteoglycans have distinct and complementary roles in cranial axon guidance and motor neuron migration. *Development* 143, 1907-1913. 10.1242/dev.12685427048738 PMC4920156

[BIO062014C45] Wang, X., Park, J., Susztak, K., Zhang, N. R. and Li, M. (2019). Bulk tissue cell type deconvolution with multi-subject single-cell expression reference. *Nat. Commun.* 10, 380. 10.1038/s41467-018-08023-x30670690 PMC6342984

[BIO062014C46] Williamson, K. A. and Fitzpatrick, D. R. (2014). The genetic architecture of microphthalmia, anophthalmia and coloboma. *Eur. J. Med. Genet.* 57, 369-380. 10.1016/j.ejmg.2014.05.00224859618

[BIO062014C47] Williamson, K. A., Yates, T. M. and Fitzpatrick, D. R. (1993). *SOX2* disorder. *GeneReviews((R))* (ed. M. P. Adam et al.). University of Washington, Seattle.20301477

[BIO062014C48] Xu, D. and Esko, J. D. (2014). Demystifying heparan sulfate-protein interactions. *Annu. Rev. Biochem.* 83, 129-157. 10.1146/annurev-biochem-060713-03531424606135 PMC7851832

[BIO062014C49] Zhang, Y., Liu, T., Meyer, C. A., Eeckhoute, J., Johnson, D. S., Bernstein, B. E., Nusbaum, C., Myers, R. M., Brown, M., Li, W. et al. (2008). Model-based analysis of ChIP-Seq (MACS). *Genome Biol.* 9, R137. 10.1186/gb-2008-9-9-r13718798982 PMC2592715

# Supplementary material for: SOX2 and NR2F1 coordinate the gene expression program of the early postnatal visual thalamus
**Source:** Biol Open. 2025 Aug 1;14(8):bio062014. doi: 10.1242/bio.062014
**Supplement:** Supplementary information

A

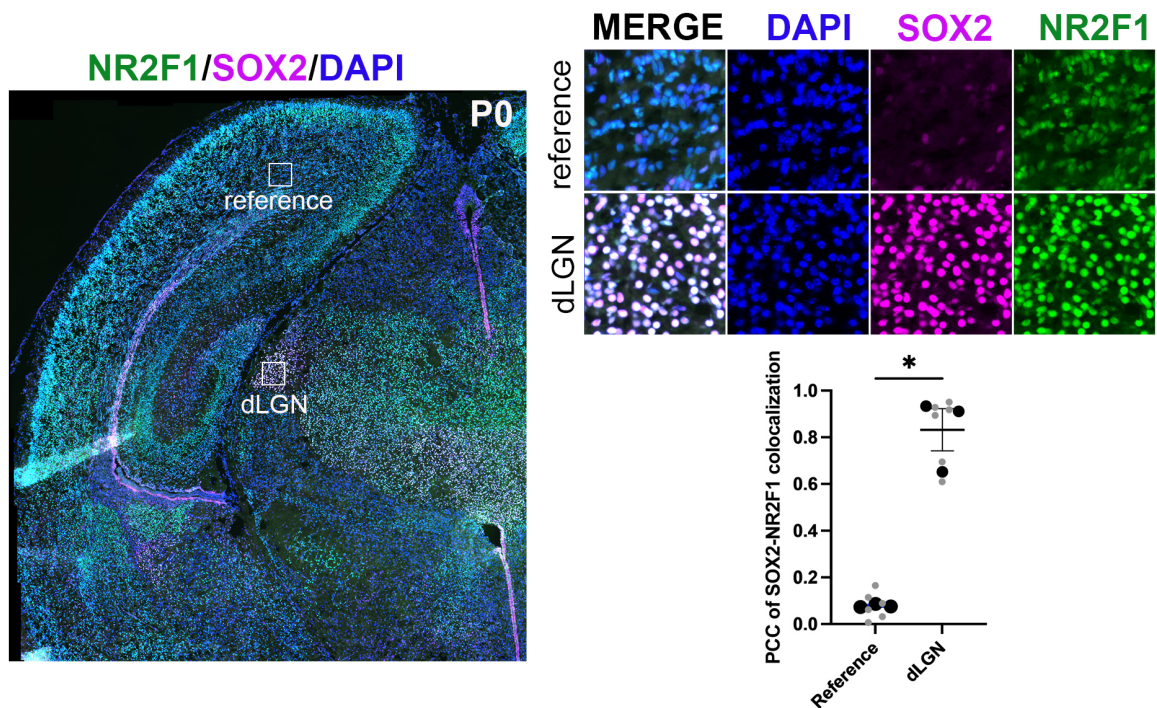

B

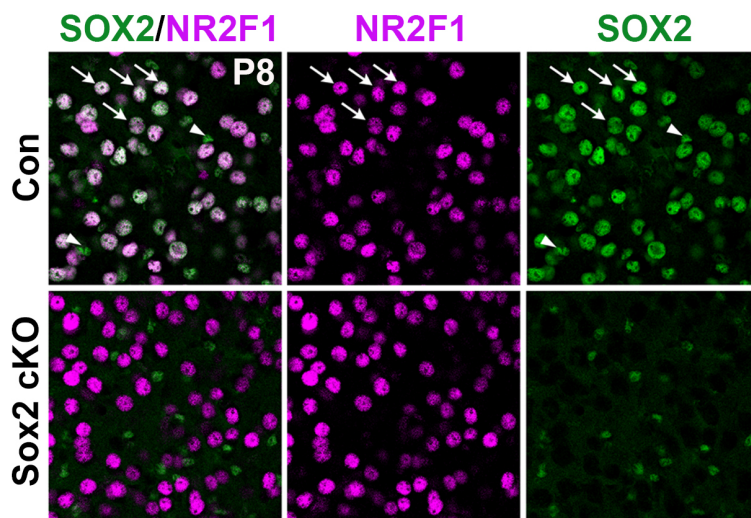

**Fig. S1. SOX2 and NR2F1 are co-localized in the dLGN at P0 and P8**

**A.** IF with antibodies recognizing SOX2 (magenta) and NR2F1 (green) at P0 on coronal sections. A detail of this IF is shown in **Fig.1A**. Squares indicate the region of interest analyzed in the dLGN and in a reference area for the quantification of co-localization of SOX2 and NR2F1 shown in the graph. Large dots represent the mean intensity for each brain analyzed and the small dots represent each individual measurement. Mean  $\pm$  s.e.m. is indicated. \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ ; unpaired t-test.

**B.** dLGN IF with antibodies recognizing SOX2 (green) and NR2F1 (magenta) at P8 on coronal section of controls (*Sox2<sup>flax/flax</sup>* or *Sox2<sup>flax/+</sup>*), and thalamic *Sox2* mutant (cKO). Note that *Sox2* thalamic loss (*Sox2* cKO in the P8 panel) does not detectably affect NR2F1 expression. Scale bar: 50 $\mu$ m.

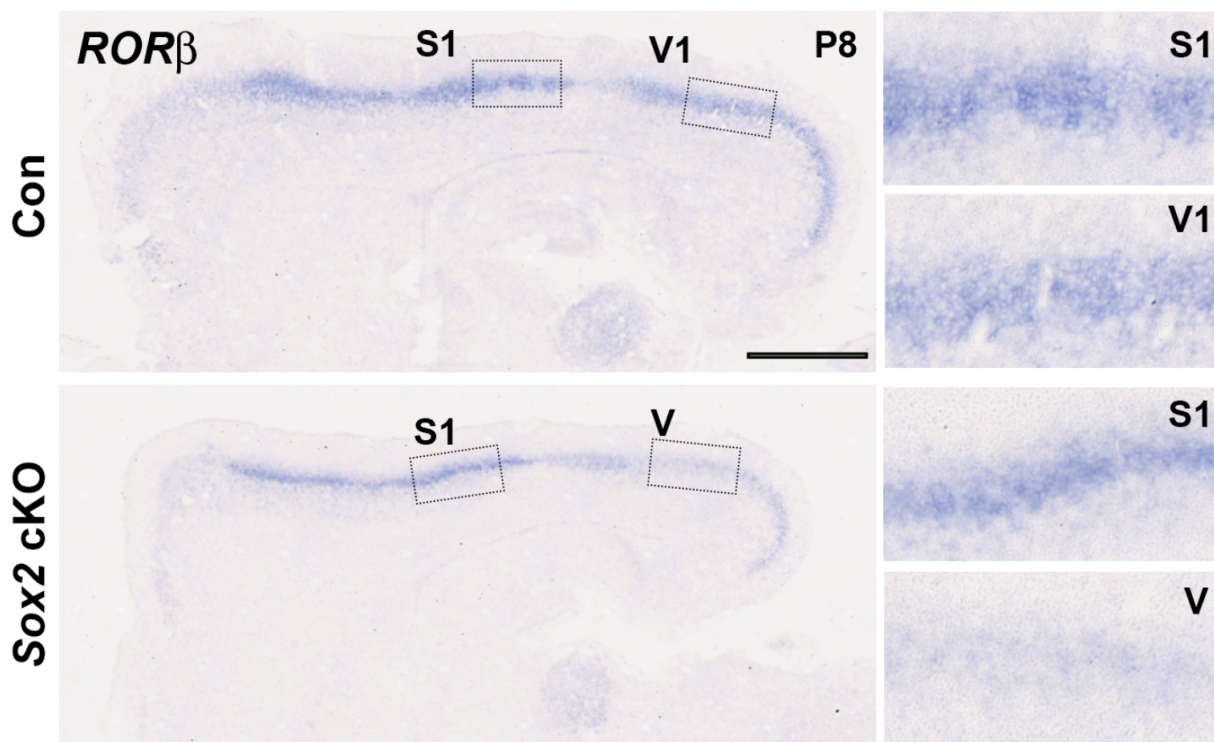

**Fig. S2. *Sox2* thalamic cKO affects the development of cortical layer 4th**

ISH with a *Rorβ* probe, marking layer 4, on sagittal brain sections probe

thalamic *Sox2* mutants (*Sox2* cKO) versus controls carrying wild type *Sox2* (Con: *Sox2*<sup>fl<sup>ox</sup>/fl<sup>ox</sup></sup> or *Sox2*<sup>fl<sup>ox</sup>/+</sup>) at P8 shows a reduction in the region corresponding to the visual (V, V1) and somatosensory (S1) areas (enlarged details). The results shown are representative of n=3 mutant and n=3 control brains analysed. Scale bar: 1mm.

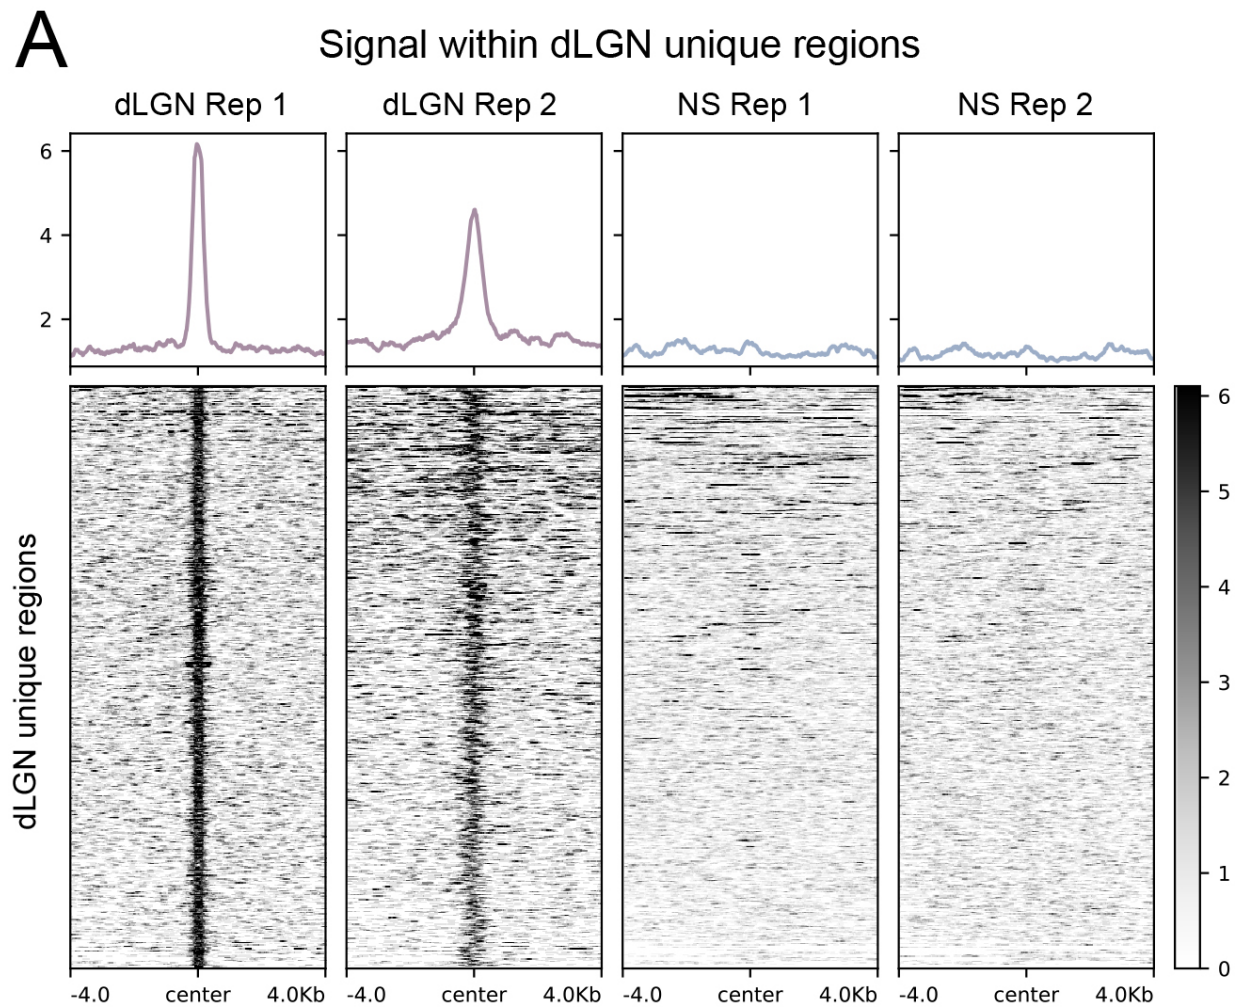

**Fig. S3. dLGN-specific SOX2 peaks**

**A.** Average signal profiles and intensity heatmaps showing SOX2 CUT&RUN signal from the dLGN and Neurospheres within the dLGN unique peak regions. dLGN shows reproducible signal, whereas neurosphere datasets are devoid of enrichment over background. Signal normalized with RPGC. NS = Neurospheres.

### **Table S1.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062014#supplementary-data>

### **Table S2.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062014#supplementary-data>

### **Table S3.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062014#supplementary-data>

### **Table S4.**

Available for download at

<https://journals.biologists.com/bio/article-lookup/doi/10.1242/bio.062014#supplementary-data>

How the deposited data were processed for this re-analysis (not part of the article)

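RNA-seq was measured in 12 libraries, each from dLGNs of 3 animals pooled at P0, in 4 groups of 3, which are mutants and controls of the *Sox2* line and mutants and controls of the *Nr2f1* line. As the paper's methods state, the authors aligned paired reads to the RefSeq mouse transcriptome with STAR and estimated expression with RSEM. The values used here are the expected counts per gene that the authors deposited, without normalization, 1 table for each line. Each table held 24480 genes named by symbol and 0 entries without a gene name, 7.77% of the values were not whole numbers, and all were rounded before testing. The deposited estimates already include the alignment, the handling of reads that match several transcripts and the summing over transcripts, none of which was repeated. Libraries were assigned to groups by the names of their columns, which name the group. The paper's tables give TPM, whereas the levels here are CPM after TMM normalization, which do not account for transcript length, so that levels are compared between libraries. The one comparison of levels between genes, the rank of *Vgf*, was also made after division by transcript length.

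Total counts per library lay between 39293465 and 50095344. With 3 pools in each group, no exact permutation test of 1 gene can give a two-sided p below 0.1, and calls rest on edgeR, which shares information about the spread across genes. Counts were tested with the quasi-likelihood F-test of edgeR 4.0.16 (glmQLFit and glmQLFTest with default parameters) in R 4.3.3, after filterByExpr (minimum count 10, minimum total count 15) and TMM normalization, with mutants compared with the controls of their own line. DEG had a Benjamini-Hochberg adjusted p-value (FDR) below 0.01, the paper's threshold. Shared DEG were counted among genes tested in both lines and compared with the number expected for independent lists by a one-sided Fisher's exact test. The difference between the mutants was tested by the interaction of line and genotype in one fit over the 12 libraries. Levels in CPM are given as mean ± SD over the 3 libraries of a group.

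The genes named in the text were chosen by a rule. They are the genes the paper names for its RNA-seq results and draws in Fig. 2K; the 5 DEG with the smallest p in each line and direction whose groups do not overlap; the 5 genes with the smallest p for the difference between the mutants in each direction; the marker genes; and DEG within 10 Mb of *Rora*, *Sox2* or *Nr2f1*. Some genes that meet the rule are not reported here. Marker genes were listed from general knowledge for 19 sets. These are thalamic glutamatergic neurons, neurons of any kind, GABAergic neurons, thalamic interneurons derived from the midbrain, astrocytes, the oligodendrocyte lineage, microglia, border macrophages, endothelial cells, pericytes, meningeal and perivascular fibroblasts, the choroid plexus, red blood cells, dividing cells, pallial and hippocampal neurons, the habenula, female-specific and male-specific genes, and immediate early genes. Tables 1, 2, S2 and S3 had been read by then. The lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over the 38 tests, and 16 of the 38 had an adjusted p below 0.05. With fry in place of camera, 3 of the 38 passed, the microglial, astrocyte and midbrain interneuron lists in *Sox2* mutants. With the correlation between genes estimated from the libraries, 0 passed, and 1 list had an unadjusted p below 0.05.

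Gene positions were taken from the RefSeq annotation of GRCm38, in which 99.73% of the symbols were found, and GC content and transcript length were known for 97.1% of the genes. The samples, the tests, the rule for named genes, the marker lists and the alternatives were fixed before the data were examined. The alternatives were no filter on low counts, at least 10 counts in every library, upper quartile normalization, DESeq2 1.42.0, the quasi-likelihood test with legacy=FALSE, the likelihood ratio test and the exact test of edgeR, one fit over all 12 libraries, the replicate number as a block, FDR<0.05, lists of 50 genes taken from the present fits, all genes as background, windows of 5 and 20 Mb, other tests of the marker lists, and leaving out each library in turn. The settings chosen after seeing the data were a filter of CPM above 1 in 2 libraries, that filter with the exact test on counts not rounded, offsets for GC content and transcript length, and the mean expression of male-specific or of meningeal genes as a covariate.

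The tests were checked on simulated counts with the means of the control libraries, the library sizes of all libraries and 200 changed genes. The changed genes were drawn from well counted genes. Their set changes were larger than many of those named in the text, and the recovery of smaller changes was not measured. In the *Sox2* line 193 of the 200 were called (96.5%) with 10 calls among the unchanged genes of 15484 tested, and in the *Nr2f1* line 189 (94.5%) with 8 calls among the unchanged genes of 15482 tested. For the difference between the mutants 177 (88.5%) were called with 4 calls among the unchanged genes of 15843 tested. For each line, all 10 splits of the 6 libraries into groups of 3 were refitted, and 40 pairs of splits were drawn for the difference between the mutants. The CUT&RUN, immunofluorescence and *in situ* hybridization experiments, the deconvolution with a single-cell reference and the functional enrichment of gene sets were not analysed here.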

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

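Of the tests in this part, those on GC content and transcript length among genes that differ between the mutants, on other splits of the libraries for the number of such genes, for the microglial genes of the *Sox2* line and for the lists within each line, on endothelial and red blood cell genes and on the spread of meningeal genes were chosen only after the result was seen.

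The change in expression differed between *Sox2* and *Nr2f1* mutants for 231 of 15989 genes (edgeR FDR<0.01 for the interaction term in one fit over the 12 libraries), 178 of them lower and 53 higher in *Sox2* mutants relative to *Nr2f1* mutants. The paper does not report this comparison. The 5 genes with the smallest p on the lower side were *Ebf1* (difference -2.22, edgeR FDR 8.33e-08), *Hdc* (-3.37, edgeR FDR 2.09e-06), *Ift57* (-1.30), *St14* (-2.70) and *Slc18a2* (-1.79). On the higher side they were *Vsnl1* (1.54, edgeR FDR 1.38e-05), *Vcan* (0.90), *P2ry12* (1.48), *Grin3a* (0.93) and *Stxbp6* (1.23). The number of genes depended on single libraries, with 133 without CTRL_2 and 148 without MUT_4 of the *Sox2* line, and 139 without CTRL_D and 135 without MUT_A of the *Nr2f1* line. The tables argue against GC content or transcript length as the whole cause, as 209 of the genes still differed with offsets for both. They give a mixed answer on an arbitrary grouping of the libraries. Only 1 of 40 drawn pairs of splits, the real one, gave as many genes at FDR<0.01, and the next gave 66. At an unadjusted p below 0.05, the real pair gave 2583 genes, but other pairs gave up to 3226. A pair with the real split of neither line gave 2654. Only the number past FDR<0.01 thus argues against such a grouping. What also stays open is that 75 genes differed between the control groups of the lines. The genetic background, litters and handling of these groups went with the deleted gene and were not tested apart from it. That SOX2 and NR2F1 each have targets of their own is the biological hypothesis that the design offers.

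Among these genes, 19 were downregulated in *Sox2* mutants and upregulated in *Nr2f1* mutants, and the interaction term differed for all 19, which choosing genes called in opposite directions makes nearly certain. Their number depended on single libraries and on the setting. It was 6 without CTRL_D, 7 without CTRL_E or MUT_A and 8 without CTRL_B of the *Nr2f1* line, and 12 without CTRL_1, CTRL_2 or MUT_4 of the *Sox2* line. DESeq2 gave 32, the likelihood ratio test and the exact test 29 each, and FDR<0.05 42, whereas the number was 3 with male-specific genes and 1 with meningeal genes as a covariate, settings chosen after seeing the data. The 19 were *Arhgap10*, *Atp8b5*, *Cacna1d*, *Col4a3*, *Col4a4*, *Crtac1*, *Csmd3*, *Dact1*, *Dync1i1*, *Ebf1*, *Greb1*, *Hdc*, *Large*, *Ltk*, *Ppp1r16b*, *Prox1*, *St14*, *Tpbgl* and *Trpm8*, of which those not listed above were named after their values were seen. *Ebf1* fell by 0.70 on the log2 scale in *Sox2* mutants and rose by 1.53 in *Nr2f1* mutants, each with an edgeR FDR below 0.01 in all 14 alternative fits. *Hdc* fell by 2.82 and rose by 0.55. In *Nr2f1* mutants *Hdc* was not a DEG without CTRL_B (0.60), CTRL_D (0.52), CTRL_E (0.54) or MUT_C (0.52), nor in one fit over all 12 libraries (0.55). *St14* rose by 0.92 there and was not a DEG without CTRL_B (0.92), CTRL_D (0.90), CTRL_E (0.93) or MUT_A (0.82). With offsets for GC content and transcript length, 16 of the 19 were still called in opposite directions, the exceptions being *Cacna1d*, *Csmd3* and *Dync1i1*, which argues against such a bias for those 16. A shift between the control groups would also give opposite directions, but 0 of the 19 differed between the control groups at FDR<0.01, and 6 had an unadjusted p below 0.05. Opposite regulation by SOX2 and NR2F1 may therefore be the source of the opposite changes of the 16 genes, as a hypothesis found and tested on the same libraries, and background or litter differences between the lines were not tested.

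Of the 19 marker lists, 4 changed differently between the mutants in the interaction term. Relative to *Nr2f1* mutants, microglial genes (camera adjusted p = 4.53e-11, median difference 0.77), astrocyte genes (6.89e-04, 0.35), genes of pallial and hippocampal neurons (0.00874, 1.36) and genes of dividing cells (0.0128, 0.35) were higher in *Sox2* mutants. The number of lists says little, as 26 of the 40 drawn pairs of splits, the real one included, gave as many. For the microglial list, by contrast, only 1 of the 40 pairs, the real one, gave as small an adjusted p. The next smallest, 4.11e-10, came from a pair that kept the real split of the *Sox2* line, so that this count speaks to the grouping of that line and little to that of the *Nr2f1* line. The astrocyte, pallial and dividing cell lists had no test of this kind of their own.

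In *Sox2* mutants, 10 of the 11 microglial genes were upregulated DEG, a cell type for which the paper's text reports no change. Among them, the log2 fold changes were 1.58 for *Trem2*, 1.45 for *P2ry12*, 1.38 for *Aif1*, 1.34 for *C1qb*, 1.30 for *Fcrls*, 1.26 for *C1qa*, 1.22 for *C1qc*, 1.12 for *Cx3cr1* and 1.08 for *Csf1r*. The one gene not called was *Tmem119* (0.69, edgeR FDR 0.0409, over the alternatives 0.00243 to 0.138). It was a DEG without CTRL_3 (0.98), with DESeq2 (FDR 0.00800) and with the replicate number as a block (edgeR FDR 0.00829). *Aif1* was not a DEG without CTRL_1 (1.12), CTRL_2 (1.46), MUT_1 (1.40), MUT_3 (1.38) or MUT_4 (1.35). The list as a whole passed camera (adjusted p = 8.82e-10) and fry (adjusted p = 0.00966), and its mean log2 CPM lay between 3.20 and 3.49 in the control libraries and between 4.43 and 4.66 in the mutant libraries. All 11 genes were detected in control dLGN, and 6 of the 11 are printed in the paper's tables, so that the list is not independent of these libraries for those. In *Nr2f1* mutants the list was higher by a median of 0.44 (camera adjusted p = 0.00221, fry adjusted p = 0.159), with 0 DEG and 7 genes at an unadjusted p below 0.05.

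Several technical sources of the microglial genes were tested. A lower share of neurons would raise every other cell type alike, but the highest log2 fold change of an endothelial gene was 0.58, below the lowest of a microglial gene, 0.69. Blood left in the tissue is argued against by the red blood cell genes, with a median of 0.10 and 0 DEG, of which 0 had an unadjusted p below 0.05 (*Hba-a1* had 217 CPM in controls and 226 CPM in mutants). With meningeal genes as a covariate 9 of the microglial genes were DEG, and with offsets for GC content and transcript length 10 were, which argues against meninges carried along in the dissection and against such a bias as the whole cause. Of the 10 splits of the 6 libraries only the real split, 1 of 10, gave as many microglial DEG, the smallest share that 3 libraries against 3 allow, so that an arbitrary grouping and the genotype cannot be told apart by this test alone. In the other splits 0 microglial genes were called and 0 had an unadjusted p below 0.05, against all 11 in the real split. This gap does not decide it either, since every other split mixes mutants and controls in both groups. A difference between the real groups then widens the spread within the other splits. A larger number or an altered state of microglia in *Sox2* mutants may be the source, which is a hypothesis, and these libraries do not separate number from state.

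In 9 tests, a list for a cell type whose change the paper's text does not discuss had a camera adjusted p below 0.05. In *Sox2* mutants these were, besides microglia, astrocytes (median 0.60, camera adjusted p = 1.81e-05), dividing cells (0.41, 0.0208), meningeal and perivascular fibroblasts (0.80, 0.0281) and pallial and hippocampal neurons (1.14, 0.0364). Of these lists, astrocytes held 6 DEG, among them *Gfap* (log2 fold change 1.28), *Aqp4* (0.77), *Gja1* (0.77), *Fgfr3* (0.63) and *Aldh1l1* (0.55), and the other lists held 0 DEG, with 6, 6 and 5 genes at an unadjusted p below 0.05. *Aldh1l1* was not a DEG without CTRL_1, CTRL_2, MUT_3 or MUT_4 (0.46 to 0.54). In *Nr2f1* mutants they were, besides microglia, astrocytes (0.29, 0.00215), meningeal and perivascular fibroblasts (0.98, 0.00801) and border macrophages (1.07, 0.0266). The only DEG among these was *Aqp4* (0.38), which was not one without CTRL_B, CTRL_D, CTRL_E, MUT_A or MUT_C (0.31 to 0.42), and 0 of the 9 meningeal and 0 of the 5 border macrophage genes were called, with 8 and 4 at an unadjusted p below 0.05. When a library of the same line was left out, the microglial, astrocyte and dividing cell lists kept their calls and the others did not. In *Sox2* mutants the meningeal list did not pass without CTRL_1 (camera adjusted p = 0.0691), CTRL_2 (0.0840) or MUT_3 (0.115), nor the pallial list without CTRL_2 (0.0504), CTRL_3 (0.129), MUT_1 (0.0908) or MUT_4 (0.0518). In *Nr2f1* mutants the meningeal list did not pass without CTRL_B (0.0665), nor border macrophages without CTRL_B (0.0818) or MUT_A (0.0694). Under fry only the microglial and astrocyte lists in *Sox2* mutants passed 0.05 (adjusted p = 0.00966 and 0.0238). With the real split included, 3 of 10 splits of the *Sox2* line and 4 of 10 of the *Nr2f1* line gave at least as many lists with a camera p below 0.01 as the real one, so the number of lists cannot be told apart from an arbitrary grouping of 3 libraries against 3.

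For the meningeal genes in *Nr2f1* mutants, 3 of the 10 splits, the real one included, gave as small a p, so that the genotype and an arbitrary grouping cannot be told apart. Without CTRL_B the list did not pass (camera adjusted p = 0.0665). Their mean log2 CPM was 4.15, 4.97 and 4.97 in the control libraries CTRL_B, CTRL_D and CTRL_E, and 5.97, 4.84 and 6.07 in the mutant libraries MUT_A, MUT_B and MUT_C, with MUT_B within the range of the controls. The most abundant genes of the list were *Col3a1* (328 CPM in controls, 647 CPM in mutants) and *Col1a1* (294 and 522 CPM). In the *Nr2f1* line the SD between libraries of one group was 0.59, the largest of the 17 lists compared there. The female-specific and male-specific lists were left out of that comparison. Meninges carried along to a different extent in each library may explain this spread, and a biological change of the meninges was not tested.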

How the results depend on the processing

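The results were recomputed under the alternatives, and the settings that gave covariates, offsets for GC content and length or a CPM filter were chosen only after the result was seen. At least 10 counts in every library, upper quartile normalization, legacy=FALSE and the filter of CPM above 1 in 2 libraries moved no count of DEG by more than 1.5 times and changed no call among 114 log2 fold changes of named genes. Neither upper quartile normalization nor DESeq2 moved the share of downregulated genes among the DEG of either line by more than 10 percentage points. Upper quartile normalization nevertheless turned the balance in *Sox2* mutants (565 downregulated, 749 upregulated). Among genes that differed between the mutants, 345 were lower and 199 higher in *Sox2* relative to *Nr2f1* mutants with DESeq2, against 178 and 53. The cause was not tested for any change below, except where fewer libraries or a looser threshold give it.

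Other tests gave more DEG. DESeq2 gave 2468 DEG in *Sox2* mutants, 1112 in *Nr2f1* mutants, 603 in both and 544 that differed between the mutants. Under DESeq2, 29 genes of Table 1 were downregulated in *Nr2f1* mutants, 7 of Table S2 were upregulated in *Nr2f1* mutants and 10 of Table S3 in *Sox2* mutants. The likelihood ratio test gave 2351, 1089 and 533 DEG and 30, 8 and 10 genes of these tables, the exact test 2325, 1071 and 528 DEG and 30, 8 and 10 genes, and the exact test with the CPM filter on counts not rounded 2284, 1081 and 538 DEG and 30, 8 and 10 genes. In each of these 4 settings 10 named genes newly passed the threshold and 0 of those called here was lost. In simulated data the likelihood ratio test, the exact test and DESeq2 called 21, 20 and 16 unchanged genes in the *Sox2* line, against 10 for the quasi-likelihood test.

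Without a filter on low counts there were 279 DEG in both mutants and 5 genes of Table S2 upregulated in *Nr2f1* mutants, and 7 named genes newly passed. One fit over all 12 libraries gave 2075 DEG in *Sox2* mutants, with 5 named genes newly passing and 2 lost. With FDR<0.05 there were 3095, 1154 and 651 DEG, 538 genes that differed between the mutants, 29, 8 and 15 genes of Tables 1, S2 and S3, and 11.4% DEG near *Sox2* in *Nr2f1* mutants. Windows of 5 and 20 Mb in place of 10 Mb gave 6.2% and 5.4% there. In all 3 cases the enrichment near *Sox2* was no longer past 0.05 (one-sided Fisher's exact test, p = 0.148, 0.123 and 0.0643). With own lists of 50 genes, 9 genes upregulated in *Nr2f1* mutants were also upregulated in *Sox2* mutants. For the marker lists, fry gave 3 of 38 below 0.05 and the estimated correlation 0, with 1 list at an unadjusted p below 0.05.

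With male-specific genes as a covariate there were 84 DEG in *Nr2f1* mutants, 31 in both mutants and 8 genes of Table 1, *Sox2* in *Nr2f1* mutants (-0.54) was not a DEG, and *P2ry12* in *Nr2f1* mutants, near 0 throughout, was 0.09 in place of -0.02. Besides, 21 named genes were lost. With meningeal genes as a covariate there were 753, 96 and 48 DEG, 8 genes of Table 1, 1 of Table S2 and 8 of Table S3, *Sox2* in *Nr2f1* mutants (-0.40) was not a DEG, and 19 other named genes were lost. With offsets for GC content and length 4 named genes newly passed and 2 were lost.

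Leaving out 1 library gave 494 to 2161 DEG in *Sox2* mutants, 133 to 868 in *Nr2f1* mutants, 69 to 304 in both mutants and 133 to 308 genes that differed between the mutants. In the *Sox2* line the count moved by more than 1.5 times without CTRL_1 (554), CTRL_2 (494), MUT_4 (495) or CTRL_3 (2161). For *Nr2f1* mutants it did so whichever library was left out, down to 133 without MUT_A and up to 868 without MUT_B. Shared DEG were fewest without CTRL_B (69) and most without MUT_B (304), and genes that differed were fewest without CTRL_2 (133) and most without CTRL_3 (308). The genes of Table 1 downregulated in *Nr2f1* mutants ranged from 9 (without CTRL_B; 11 without MUT_A) to 26 (without MUT_B), those of Table S2 upregulated there from 1 (without CTRL_E) to 9 (without MUT_B), and those of Table S3 upregulated in *Sox2* mutants from 2 (without CTRL_2 or MUT_4) to 8 (without CTRL_3). *Sox2* in *Nr2f1* mutants ranged from -0.67 to -0.47 and was a DEG only without MUT_B. *Nr2f1* in *Sox2* mutants ranged from -0.57 to -0.30 and was a DEG only without MUT_3. *P2ry12* in *Nr2f1* mutants ranged from -0.18 to 0.06, with 0.06 without MUT_A and 0.04 without MUT_B. The number of marker lists below 0.05 ranged from 12 to 18. Leaving out CTRL_B lost 13 named genes in the *Nr2f1* line and CTRL_2 or MUT_4 lost 8 each in the *Sox2* line, the most of any 1 library.

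The replicate numbers of the columns were not taken to pair the libraries. In the *Sox2* line the groups share only the numbers 1 and 3, whose libraries deviate from their group means with correlations of 0.177 and 0.157. With the replicate number as a block there were 1611 DEG in *Sox2* mutants, 1044 of them among the 1261, and 206 in both mutants, 20 genes of Table S3 were upregulated in *Sox2* mutants, and 1 named gene newly passed and 3 were lost. No such fit was made for the *Nr2f1* line, whose groups share only the label B (correlation 0.204). None was made for the difference between the mutants either.

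With total counts from 39293465 to 50095344 and 3 pools in each group, the median SE of a log2 fold change was 0.11 in the *Sox2* line and 0.09 in the *Nr2f1* line. Genes with low counts were removed before testing, so that their changes stay unmeasured here. Without the filter 19418 and 19320 genes were tested in place of 15602 and 15600.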

Differences from the paper's values

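The paper reports 2202 DEG in *Sox2* mutants, of which 981 downregulated and 1221 upregulated, whereas 1261, 653 and 608 were found here. Of the alternatives set before the data were examined, those that came within 1.5 times of all 3 of the paper's values were DESeq2 (2468, 1177 and 1291), the likelihood ratio test (2351, 1053 and 1298) and the exact test of edgeR (2325, 1047 and 1278), one fit over all 12 libraries (2075, 1071 and 1004), the fit without CTRL_3 (2161, 1077 and 1084), the fit with the replicate number as a block (1611, 691 and 920) and FDR<0.05 (3095, 1467 and 1628). No filter on low counts came as close for the total (1525) and the downregulated genes (766) but not for the upregulated genes (759). At least 10 counts in every library (686) and legacy=FALSE (678) did so for the downregulated genes only. Upper quartile normalization and the fits without CTRL_1, CTRL_2, MUT_1, MUT_3 or MUT_4 did so for none.

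The paper reports 1010 DEG in *Nr2f1* mutants, of which 474 downregulated and 536 upregulated, whereas 396, 206 and 190 were found here. Of the alternatives set before the data were examined, those within 1.5 times of the paper's values were DESeq2 (1112, 567 and 545), the likelihood ratio test (1089, 501 and 588), the exact test (1071, 496 and 575), the fit without MUT_B (868, 351 and 517) and FDR<0.05 (1154, 584 and 570). The other filters, upper quartile normalization, legacy=FALSE, one fit over all 12 libraries and the fits without CTRL_B, CTRL_D, CTRL_E, MUT_A or MUT_C were not.

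The paper's Table S1 holds 1002 downregulated and 1282 upregulated genes for *Sox2* mutants and 493 and 588 for *Nr2f1* mutants, against 653, 608, 206 and 190 here. The alternatives set before the data were examined that came within 1.5 times of these values were those named above for the downregulated and upregulated genes of each line. With the exact test, a filter of CPM above 1 in 2 libraries and counts not rounded, a setting chosen after seeing the values, the counts were 1002, 1282, 493 and 588, equal to the paper's.

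The paper reports 514 DEG in both mutants, and 180 were found here. Of the alternatives set before the data were examined, DESeq2 (603), the likelihood ratio test (533), the exact test (528) and FDR<0.05 (651) came within 1.5 times, and no other did. The setting chosen after seeing the values gave 538. The paper states that the shared DEG exceed those expected by chance by a given fold, which the 5.60 found here exceeds, while DESeq2 (3.39), the likelihood ratio test (3.26), the exact test (3.31), FDR<0.05 (2.83), the fit without CTRL_3 (3.89) and the setting chosen after seeing the values (3.16) lie below it. These ratios take the genes tested in both lines as background, and the paper's text names none. With all genes of the tables as background the main fit gave 8.90. The other settings were not recomputed with it, so whether they fall short of the paper's fold is not decided.

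Of the genes of Table 1, the paper reports 30 that are downregulated in *Nr2f1* mutants, and 18 were found here. Of the alternatives set before the data were examined, the likelihood ratio test and the exact test gave 30 each, DESeq2 29, FDR<0.05 29, the fit without MUT_B 26, no filter on low counts 23 and one fit over all 12 libraries 21. The others, own lists of 50 genes (16) included, did not come within 1.5 times. Of the genes of Table S2, the paper marks 8 that are upregulated in *Nr2f1* mutants, against 3 here. The likelihood ratio test, the exact test and FDR<0.05 gave 8 each, the fit without MUT_B 9 and DESeq2 7, and the other alternatives set before the data were examined did not come within 1.5 times. Of the genes of Table S3, the paper marks 10 that are upregulated in *Sox2* mutants, against 4 here. DESeq2, the likelihood ratio test and the exact test gave 10 each, own lists of 50 genes 9, the fit without CTRL_3 8 and FDR<0.05 15, and the other alternatives set before the data were examined, the replicate block (20) included, did not come within 1.5 times. The setting chosen after seeing the values gave 30, 8 and 10 for the 3 lists, equal to the paper's. With meningeal genes as a covariate, also chosen after seeing the values, the count for Table S3 was 8.

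The paper states a p-value for the shared DEG that is smaller than the 2.68e-92 found here. No filter on low counts (4.13e-152), all genes as background (4.29e-126), one fit over all 12 libraries (1.91e-105), DESeq2 (2.65e-209), the likelihood ratio test (9.17e-170), the exact test (5.39e-172), FDR<0.05 (1.32e-181) and the fits without MUT_B (5.75e-122) or MUT_3 (1.38e-107) reached the paper's bound. So did 2 settings chosen after seeing the values, offsets for GC content and length (5.82e-103) and the exact test with the CPM filter on counts not rounded (1.63e-167). The paper states that more than a given round number of genes, about the number of its DEG in *Nr2f1* mutants, change in each mutant, which the settings named for the *Nr2f1* line reach with DESeq2, the likelihood ratio test, the exact test and FDR<0.05.

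The paper describes *Sox5* as strongly downregulated in both mutants, and reports a decrease there by *in situ* hybridization and immunofluorescence too, which were not analysed here. In *Nr2f1* mutants it was not a DEG here (log2 fold change -0.65, edgeR FDR 0.0147), but was one with no filter on low counts, DESeq2, the likelihood ratio test, the exact test, one fit over all 12 libraries and without MUT_B, over a range of FDR from 7.00e-07 to 0.0643 across the alternatives, and with the setting chosen after seeing the values.

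Among the genes for axon guidance that the paper names for the shared DEG, *Efna5* and *Epha5* changed in opposite directions in the mutants here, and in every alternative. In *Nr2f1* mutants *Efna5* (0.61, edgeR FDR 0.0244, over the alternatives 3.62e-04 to 0.0863) was a DEG with no filter, the likelihood ratio test, the exact test and without MUT_C. *Epha5* (-0.41, edgeR FDR 0.0135, over the alternatives 2.61e-05 to 0.0711) was a DEG there with no filter, DESeq2, the likelihood ratio test, the exact test and one fit over all 12 libraries, and also with offsets for GC content and length. *Alcam* (edgeR FDR 0.0235, 0.00196 to 0.0947) and *Ephb1* (edgeR FDR 0.0298, 2.95e-04 to 0.117) were DEG there with DESeq2, the likelihood ratio test, the exact test, one fit over all 12 libraries and without MUT_B. In *Sox2* mutants *Epha7* (edgeR FDR 0.0380, 0.00357 to 0.142) was a DEG with DESeq2, the likelihood ratio test, the exact test and without MUT_3. With the setting chosen after seeing the values, each of these 5 genes was a DEG in the line where it was not one here.

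The paper draws *Sgk1*, *Frrs1l* and *Neurog2* among the genes changed in both mutants (Fig. 2K). In *Nr2f1* mutants they were not DEG here (edgeR FDR 0.0156, 0.0117 and 0.0124, over the alternatives from 1.66e-06 to 0.0654), but were with no filter, DESeq2, the likelihood ratio test, the exact test and without MUT_B. *Neurog2* was also a DEG with one fit over all 12 libraries, and *Frrs1l* and *Neurog2* were with offsets for GC content and length. With the setting chosen after seeing the values, all 3 were DEG there. Of the 35 genes of Fig. 2K, 12 were DEG in both mutants here and 33 with the exact test.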

Other observations

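In this part, the tests with random covariates and of X and Y genes were set beforehand, that of the correlation over pairs of splits was set after the correlation but before that of the other pairs was seen, and the others were chosen only after the result was seen.

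The DEG of each line were compared with those of other splits of the same 6 libraries into groups of 3. Only the real split, 1 of 10, reached the 1261 DEG of the *Sox2* line, and 1 of 10 reached the 396 DEG of the *Nr2f1* line. The other 9 splits gave 0 DEG in both lines, with 93 to 1458 genes at an unadjusted p below 0.05 in the *Sox2* line, against 5458 in the real split. In the *Nr2f1* line they gave at most 1329, against 3831. The same held for the top 50 lists. The real split was the only one, 1 of 10 each time, that reached the number of DEG found for Table 2 and Table S3 in the *Sox2* line and for Table 1 and Table S2 in the *Nr2f1* line. In the other splits 0 genes of these lists were called, with up to 3, 12, 4 and 11 at an unadjusted p below 0.05, against 46, 27, 34 and 25 in the real split, in the same order. Since 3 libraries against 3 allow no smaller share than 1 of 10, the number of splits decides nothing by itself. The size of the gap does not decide it either. Every other split mixes mutants and controls in both groups, so a difference between the real groups widens its spread and lowers its calls. In simulated counts the same test called 10 and 8 unchanged genes beside 193 and 189 changed ones, a larger share of the calls than the threshold of 0.01. Simulated genes also vary independently of each other, and real ones do not. Over pairs of splits of both lines, 1 of 100, the real pair, gave as many as the 180 shared DEG. Every other pair holds a split with 0 DEG and so gives 0 shared DEG, so that this count adds nothing to those within each line. The correlation of the log2 fold changes between the mutants across genes does not depend on a threshold. Of the 100 pairs of splits 1, the real pair, gave as large an absolute Pearson's r (0.504), which argues against an arbitrary grouping of both lines as its source. The margin was small, as other pairs reached 0.475, or 0.451 with the real split of neither line, with a median of 0.157. Every other split mixes mutants and controls unequally and so keeps part of the contrast between genotypes. These values therefore do not show how much of the correlation arises from variation between libraries that is not tied to genotype.

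The p-values that the paper prints in Table S1 were compared with those of the present fits. The copy used here held all 2284 genes of the *Sox2* line but 393 of the 588 genes upregulated in *Nr2f1* mutants, so that only p-values of single genes were compared and no overlap was tested. With the exact test of edgeR, dispersions estimated without a design, a filter of CPM above 1 in 2 libraries and counts not rounded, the p-values of all 3170 genes held lay within 1% of the paper's. With the quasi-likelihood F-test, which the paper's methods name, 0 of the 3170 did. The filter alone did not account for the size of Table S1, since with it the quasi-likelihood F-test gave 1282 DEG in *Sox2* mutants against 2284 genes in the paper's table. The values in Table S1 are thus consistent with the exact test and not with the quasi-likelihood F-test. The step from the genes of Table S1 to the paper's counts in the text, 2202 and 1010, was not identified.

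The paper's deconvolution gives 0% microglia in all 6 libraries of each line (Table S4). The microglial genes were nevertheless detected, with a median over the list of 12.4 CPM in *Sox2* controls and 31.3 CPM in *Sox2* mutants, and 11.2 and 14.9 CPM in the *Nr2f1* line. The paper's estimate for astrocytes, on which the text does not comment, rises from 22.2 ± 0.766% to 31.4 ± 2.24% in the *Sox2* line (SD over 3 libraries each; exact permutation test on the paper's values, two-sided p = 0.1) and is 18.8% in controls and 18.6% in mutants of the *Nr2f1* line (exact permutation test, two-sided p = 0.8). No explanation was tested.

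The pools differed in sex. *Xist*, the female-specific gene of the lists, had 0.189 CPM in CTRL_2 and 0.463 CPM in MUT_1 of the *Sox2* line and 0.283 CPM in CTRL_E of the *Nr2f1* line, against 293 CPM or more in the other libraries. The Y gene *Ddx3y* had 0 CPM in MUT_A and 11.2 CPM or more in the other libraries of the *Nr2f1* line. As groups, *Xist* did not differ past the threshold, with a log2 fold change of -0.91 in *Sox2* mutants (camera adjusted p = 0.956) and 1.34 in *Nr2f1* mutants (0.543). The male-specific genes did not either, with medians of 0.29 (0.498) and -1.37 (0.121), and 0 of these genes was a DEG or had an unadjusted p below 0.05 in either line. The male-specific list passed without CTRL_2 in *Sox2* mutants (camera adjusted p = 0.0345) and without MUT_C in *Nr2f1* mutants (0.0306). With the mean of male-specific genes as a covariate, the *Nr2f1* line had 84 DEG. Of 20 random covariates with the same overlap with the groups, 0 gave as few, with a lowest count of 92 and a median of 175. The margin was small, and the mean log2 CPM of the list was -4.49 in MUT_A against 2.88 to 4.42 in the other libraries. The covariate thus largely marks MUT_A, without which the line had 133 DEG. The random covariates were matched only on the overlap with the groups. The test therefore does not decide whether the loss of a degree of freedom and the overlap are the whole cause. X and Y genes were not overrepresented among the DEG of the *Nr2f1* line, with 6 of 384 (1.56%) against 3.61% of the genes tested (one-sided Fisher's exact test, p = 0.995). Differences tied to sex outside the X and Y chromosomes may contribute, but this was not tested, and the few libraries leave the mechanism open. With meningeal genes as a covariate the *Nr2f1* line had 96 DEG, and 14 of 20 random covariates with the same overlap gave as few, so that this loss needs no effect of the meninges. In the *Sox2* line, 11 of 20 random covariates gave as few DEG as the 864 with male-specific genes, and 16 of 20 as few as the 753 with meningeal genes.

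Mutants carry a Cre allele that controls lack, so genes near it could differ because of linked alleles from another strain. At *Sox2* and *Nr2f1* the genotypes differ less, since controls of each line also carry 1 or both floxed alleles of its gene, and no library of the *Nr2f1* line is described with an altered *Sox2* allele. Within 10 Mb of *Rora*, where Cre is inserted in mutants according to the paper's methods (the sample labels leave this unclear for the *Nr2f1* controls), DEG were not overrepresented in *Sox2* mutants (one-sided Fisher's exact test, p = 0.741) or in *Nr2f1* mutants (p = 1), which argues against linked alleles as a source of many DEG. In *Nr2f1* mutants 5 of 70 genes within 10 Mb of *Sox2* were DEG (7.1%, against 2.5% elsewhere), among them *Pex5l* (log2 fold change -1.50), *Egfem1* (-0.83), *Jade1* (-0.41) and *Slc7a14* (0.94). With p = 0.0328 (one-sided Fisher's exact test) before and 0.197 after adjustment over 6 tests of loci, no enrichment near *Sox2* was established, and the genotypes give no altered allele at *Sox2* to which it could be linked in this line. In *Sox2* mutants 7 of 70 genes near *Sox2* (10.0%; adjusted p = 0.617) and 6 of 63 near *Nr2f1* (9.5%; adjusted p = 0.617) were DEG, against 8.2% elsewhere. Near *Nr2f1*, 4 of 63 genes were DEG in *Nr2f1* mutants (6.3%; adjusted p = 0.230), namely *Adamts16* (2.63), *Ube2ql1* (-1.05), *Mef2c* (-0.98) and *Fam172a* (-0.79). Of the genes near *Sox2*, *Egfem1* (-0.90 to -0.78), *Jade1* (-0.45 to -0.38) and *Slc7a14* (0.77 to 0.95) were not DEG without any 1 library other than MUT_B. *Fam172a* (chromosome 13 of GRCm38, 77708677 to 78166240) is next to *Nr2f1*. It fell from 41.3 ± 1.59 to 23.9 ± 1.66 CPM in *Nr2f1* mutants (SD, n = 3 each; SE 0.07, edgeR FDR 3.48e-04) and did not pass in *Sox2* mutants (-0.12, edgeR FDR 0.257), with a difference of 0.68 between the mutants (edgeR FDR 8.08e-04). Whether the recombined allele next to it or the loss of NR2F1 lowers it was not tested.

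The remaining marker lists did not pass 0.05 in the line given. In *Sox2* mutants these were border macrophages (median log2 fold change 0.69, camera adjusted p = 0.148), the choroid plexus (0.72, 0.121), red blood cells (0.10, 0.725), the habenula (0.32, 0.956) and immediate early genes (0.35, 0.131). The habenula list held 1 DEG, *Nhlh2* (-1.14), and the immediate early genes 1, *Arc* (1.57). *Arc* was not a DEG without CTRL_1 (1.45), CTRL_2 (1.67), MUT_1 (1.57) or MUT_4 (1.36). The other lists held 0, with 1, 1 and 0 genes at an unadjusted p below 0.05. In *Nr2f1* mutants they were the choroid plexus (0.75, 0.0651), red blood cells (0.22, 0.261), dividing cells (0.08, 0.460), pallial and hippocampal neurons (-0.14, 0.280), the habenula (0.52, 0.598) and immediate early genes (0.23, 0.169). These held 0 DEG, with 2, 1, 0, 0, 1 and 1 genes at an unadjusted p below 0.05. Some of these lists passed when 1 library was left out. In *Sox2* mutants border macrophages did without CTRL_3 (camera adjusted p = 0.0416) or MUT_1 (0.0467), the choroid plexus without CTRL_1 (0.0331) or MUT_3 (0.0438), and immediate early genes without CTRL_3 (0.0458). In *Nr2f1* mutants the choroid plexus did without CTRL_E (0.00625) or MUT_B (0.0351), pallial and hippocampal neurons without CTRL_E (0.0471), and immediate early genes without CTRL_D (0.0114). No explanation was tested for these lists.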
